# Thyroid hormone receptor- and stage-dependent transcriptome changes affect the initial period of *Xenopus tropicalis* tail regeneration

**DOI:** 10.1186/s12864-024-11175-4

**Published:** 2024-12-31

**Authors:** Shouhong Wang, Liezhen Fu, Bin Wang, Yanmei Cai, Jianping Jiang, Yun-Bo Shi

**Keywords:** Thyroid hormone, TR knockout, Regeneration, Tail, Gene regulation, *Xenopus tropicalis*

## Abstract

**Background:**

Thyroid hormone (T3) has an inhibitory effect on tissue/organ regeneration. It is still elusive how T3 regulates this process. It is well established that the developmental effects of T3 are primarily mediated through transcriptional regulation by thyroid hormone receptors (TRs). Here we have taken advantage of mutant tadpoles lacking both TRα and TRβ (TRDKO), the only receptor genes in vertebrates, for RNA-seq analyses to investigate the transcriptome changes underlying the initiation of tail regeneration, i.e., wound healing and blastema formation, because this crucial initial step determines the extent of the functional regeneration in the later phase of tissue regrowth.

**Results:**

We discovered that GO (gene ontology) terms related to inflammatory response, metabolic process, cell apoptosis, and epithelial cell migration were highly enriched among commonly regulated genes during wound healing at either stage 56 or 61 or with either wild type (WT) or TRDKO tadpoles, consistent with the morphological changes associated with wound healing occurring in both regenerative (WT stage 56, TRDKO stage 56, TRDKO stage 61) and nonregenerative (WT stage 61) animals. Interestingly, ECM-receptor interaction and cytokine-cytokine receptor interaction, which are essential for blastema formation and regeneration, were significantly enriched among regulated genes in the 3 regenerative groups but not the non-regenerative group at the blastema formation period. In addition, the regulated genes specific to the nonregenerative group were highly enriched with genes involved in cellular senescence. Finally, T3 treatment at stage 56, while not inducing any measurable tail resorption, inhibited tail regeneration in the wild type but not TRDKO tadpoles.

**Conclusions:**

Our study suggests that TR-mediated, T3-induced gene regulation changed the permissive environment during the initial period of regeneration and affected the subsequent patterning/outgrowth period of the regeneration process. Specifically, T3 signaling via TRs inhibits the expression of ECM-related genes while promoting the expression of inflammation-related genes during the blastema formation period. Interestingly, our findings indicate that amputation-induced changes in DNA replication-related pathways can occur during this nonregenerative period. Further studies, particularly on the regenerative microenvironment that may depend on ECM-receptor interaction and cytokine-cytokine receptor interaction, should provide important insights on the regulation of regenerative capacity during vertebrate development.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-024-11175-4.

## Background

Adult mammals face a challenge in their recovering from tissue and organ injuries, primary due to their extremely limited regenerative capabilities. Only a few tissues and organs, such as the liver, distal digits and antlers, possess the ability to regenerate after damage [1–4]. Conversely, lower vertebrates, including teleost fish and amphibians, exhibit remarkable regenerative abilities across multiple organs, such as tail, heart, brain and limb [5–9]. These organisms, with robust regenerative capabilities, provide a valuable opportunity to investigate the mechanisms underlying the regenerative failure in higher vertebrates, ultimately paving the way for the development of regenerative therapies for human applications.

Current research on regeneration involves developing a wide spectrum of model organisms to decipher factors and mechanisms involved in tissue repair and scarring [7, 10]. However, most studies on tissue and organ regeneration are mainly focused on lower vertebrates, such as zebrafish and axolotl, due to their life-long remarkable capacity to heal in a scar-free manner or on mammals with limited regenerative capabilities [11–14]. Anurans such as *Xenopus tropicalis* (*X. tropicalis*), occupy an intermediate phylogenetic position between lower vertebrates and higher vertebrates, serving as a crucial bridge in understanding the evolutionary shift in regenerative capabilities between fish/urodeles and mammals. Importantly, *Xenopus* has high regenerative capacity at the larval/premetamorphic stages, but this capacity is largely lost during metamorphosis, thus offering a unique opportunity to investigate the mechanisms underlying the switch from regenerative to non-regenerative organs within the lifespan of a single organism [5, 15].

*Xenopus* metamorphosis is controlled by thyroid hormone (T3) via thyroid hormone receptor (TR)-mediated transcriptional regulation of target genes [16–21]. Previous studies have revealed a negative effect of T3 on the regeneration of body appendages in several animal models such as *Xenopus*, salamander and zebrafish [7, 22, 23]. Furthermore, our research has implicated the TR-mediated, T3-induced gene regulation program in the loss of tail regeneration ability, particularly during the patterning or regrowth phases in *X. tropicalis* [5]. However, it is still unclear how T3 via TRs affects the transcriptomic landscape important for the initiation of regeneration, which plays an essential role in governing tissue regrowth and functional recovery.

Here, we used the stage-matched wild-type (WT) and TR-double knockout (TRDKO), lacking both TRα and TRβ, animals at premetamorphic (stage 56) and metamorphic climax (stage 61) for RNA-seq analyses to investigate the transcriptome changes underlying the initiation of tail regeneration, i.e., wound healing (0–6 h post amputation) and blastema formation (6–24 h post amputation). These stages were chosen because we have previously shown that WT tadpoles at stage 56 (WT56) and TRDKO56) and TRDKO61 can regenerate the tail after amputation while WT61 tadpoles cannot, even though the formation wound epidermis for wound healing and the presence of a small tail bud with a cluster of proliferating cells for blastema formation at both stages in both wild type and TRDKO animals [5]. Consistent with earlier findings that the inflammation response and ECM-remodeling are known to be essential for blastema and regeneration, we discovered that genes involved in cytokine-cytokine receptor interaction and ECM-receptor interaction were significantly enriched among genes regulated during blastema period of regeneration in the three regenerative groups (WT56, TRDKO56, TRDKO61) but not in the non-regenerative group (WT61). In addition, the regeneration-regulated genes specific to the nonregenerative group were highly enriched with genes involved in cellular senescence. Our findings suggest that T3, via TR, regulates a gene expression program to induce cellular senescence, which may help to alter the permissive environment during the blastema formation period and thus inhibit subsequent patterning/outgrowth during the regeneration process.

## Materials and methods

### Experimental animals

Adults *X. tropicalis* of wild type were purchased from NASCO (Fort Atkinson, WI, USA; http://www.enasco.com) and subsequently reared in our laboratory. Tadpole developmental stages were determined according to [24]. To generate tadpoles with a double knockout of TRα and TRβ (TRDKO (TRα (-/-)β(-/-)), sexually mature *X. tropicalis* frogs that were homozygous for the TRα knockout and heterozygous for the TRβ knockout (TRα (-/-)β( ±)) were mated. The tadpoles at stage 56 were treated with 5 nM T3 for 0 (control) or 3 days and maintained at 25 °C. All animal care and treatments were performed as approved by the Animal Use and Care Committee of *Eunice Kennedy Shriver* National Institute of Child Health and Human Development of the National Institutes of Health.

### Genotyping

Tadpoles were anesthetized using a 0.02% solution of MS222 (TCI, Tokyo, Japan). Next, after anesthesia, a small tail tip (about 5 mm or less) was clipped from the tadpole and lysed in 20 μl of QuickExtract DNA extraction solution (EPICENTRE Biotechnologies, Madison, WI, USA) at a temperature of 65 °C for 20 min (min). Following an incubation at 95 °C for 2 min and subsequent centrifugation at 4000 rpm for 10 min. 1 μl of the extracted DNA solution was then utilized for genotyping [19]. For genotyping, a PCR-based approach was employed to distinguish between the TRβ wild type and a mutant variant with a 19-base deletion with the forward primer, 5´-GGACAACATTAGATCTTTCTTTCTTTG-3´ and reverse primer, 5´-CACACCACGCATAGCTCATC-3´, respectively. The PCR cycling conditions were 33 cycles of 94 °C for 30 s, 60 °C for 30 s, and 72 °C for 20 s. The PCR products were then analyzed using electrophoresis on a 3.5% agarose gel, allowing the determination of the genotype based on the sizes differences of the PCR products.

### Amputation procedure

Tadpoles at the indicated stages were first anesthetized in a solution of 0.02% MS222 diluted in 0.1 MMR (0.1 M NaCl, 2.0 mM KCl, 1 mM MgSO4, 2 mM CaCl2, 5 mM HEPES (pH 7.8). Briefly, after anesthesia and following the previously procedures [5], a sterile scalpel was used to remove around 30–50% of the tadpole tail, whichever was less, at both stages 56 and 61. The amputated tadpoles were placed in a tank with rearing water and maintained in 25℃ incubators.

### RNA-seq analysis

At 0 h, 6 h and 24 h post-amputation of the tail of wild type and TRDKO tadpoles at stage 56 and stage 61, the part of the tail including all regenerated tail plus about 250 μm of the original uncut tail proximal to the site of amputation was dissected for total RNA isolation with the Direct-zol RNA MiniPrep kit (Zymo research, Catalog No: ZR2052). For RNA-seq analysis, wild type tadpoles included stage 56 amputated tail at 0 h (*n* = 9), 6 h (*n* = 6) and 24 h (*n* = 6) and stage 61 amputated tail at 0 h (*n* = 5), 6 h (*n* = 4) and 24 h (*n* = 5); and TRDKO tadpoles used included stage 56 amputated tail at 0 h (*n* = 5), 6 h (*n* = 6) and 24 h (*n* = 5) and stage 61 amputated tail at 0 h (*n* = 5), 6 h (*n* = 4) and 24 h (*n* = 5). The RNA samples were submitted to NICHD Molecular Genomics Core to prepare two biological replicates for each RNA sample in library construction of poly-A-selected RNA with the TruSeq Stranded Total RNA Library Prep Kit (Illumina Inc., San Diego, CA, USA). Briefly, the mRNA was isolated from total RNA by using poly-T oligo-attached magnetic beads and chemically fragmented. First-strand cDNA was synthesized by using random hexamer primers and M-MLV Reverse Transcriptase (RNase H-). Second-strand cDNA synthesis was subsequently performed by using DNA Polymerase I and RNase H. The libraries were sequenced on the Illumina NovaSeq 6000 platform to obtain 2 × 100 bp paired-end reads. The demultiplexed and adapter-removed short reads were mapped to NCBI Xenopus tropicalis genome assembly, Xenbase *Xenopus tropicalis* Genome assembly (v10.0), and Ensembl *Xenopus tropicalis* Genome (JGI 4.2) with STAR software (version 2.6.1c) and read counts for each gene/exon were obtained with featureCounts tool of Subread software (version 1.6.3). The raw fastq data were deposited to the NCBI GEO database with accession number GSE225045.

### Bioinformatics analysis

R Bioconductor DESeq2 package was used for differential gene expression (DEGs) analysis of the count data above. The relative expression value of DEGs in each sample was normalized to fragments per kilobase of the transcript per million fragments mapped (FPKM). Venny 2.1 (https://bioinfogp.cnb.csic.es/tools/venny/) was used for visualizing the overlapped genes. The heatmap of up-and down-regulated genes are analyzed by VolcaNoseR (https://huygens.science.uva.nl/VolcaNoseR/). Gene Ontology (GO) analysis and KEGG pathway enrichment analysis of the DEGs were performed with MetaCore software and KOBAS 3.0 bioinformatics resource (http://bioinfo.org/kobas/genelist/), respectively.

### Quantitative reverse-transcription PCR (RT-qPCR)

Total RNA was extracted from the tails of wild type and TRDKO tadpoles at stage 56 and stage 61 at 0 h, 6 h and 24 h post amputation, using the Direct-zol RNA MiniPrep kit (Zymo research). Next, 200–500 ng of total RNA was reverse transcribed into cDNA using a High-Capacity cDNA Reverse Transcription kit (Applied Biosystems, Waltham, MA). Expression levels were quantified using the ΔΔCt method, with *rpl8* used as the reference gene [25]. The expression analyses were performed at least twice, with consistent results. The primer sequences used are listed in Supplemental Table 1 (Table S1).

### Statistical analysis

The data are presented as mean ± standard error (SE). Statistical significance between groups was assessed using Student’s t-test, performed with Prism 9 software (GraphPad Software, La Jolla, CA, USA).

## Results

### Transcriptome analysis reveals conserved gene regulation program and biological processes during wound healing in* Xenopus tropicalis* tail

We have previously shown that tadpoles of wild type at premetamorphic stage 56 (WT56), TRDKO56, and TRDKO61 were regenerative while those of WT61 were nonregenerative after tail amputation [5], indicating that TR is critical for the loss of tail regeneration capacity at the metamorphic climax. To investigate the underlying molecular mechanism, we focused on the gene expression program during the initial period of *Xenopus* tail regeneration, i.e., wound healing and blastema formation (0–6 and 6–24 h post amputation, respectively). 

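Tails of WT56, TRDKO56, TRDKO61 and WT61 tadpoles were sequenced at 0, 6 and 24 hpa, which gave 12 conditions with 2 libraries each. Each condition came from 4 to 9 tadpoles, and the methods do not state how these were divided between the 2 libraries. The paper names poly-A-selected stranded libraries, mapping with STAR and counting per gene with featureCounts. The deposited values are the authors' counts for 26531 genes, of which 22489 had a count in at least 1 library. Library totals ran from 3956148 to 20731438 counts with a median of 12576320, and the smallest was WT56 at 0 hpa, replicate 2. By group the totals ran from 3956148 to 14980452 counts in WT56, from 8923870 to 17652664 in TRDKO56, from 11122288 to 20731438 in TRDKO61 and from 9837250 to 16645297 in WT61. A pair of time points of a group was compared with the quasi-likelihood test of edgeR, fitted to the 8 libraries of 1 genotype at those time points, so every comparison has n = 2 against n = 2. CPM values are normalized with TMM factors over all 24 libraries and given as mean ± SD (n = 2). Where every library of an arm held at most 3 counts, a fold change is given as a lower bound. It is the mean CPM of the other arm divided by that of 3 counts per library. These bounds are not confidence limits and allow for neither counting error nor differences between replicates. Transcripts of both TR genes were counted in every group, TRDKO included. At 0 hpa *thra* (chromosome 10, 9063035 to 9190651 on the assembly UCB_Xtro_10.0) measured 5.96 ± 0.628 CPM in WT56, 6.65 ± 1.01 in TRDKO56, 9.99 ± 0.809 in TRDKO61 and 13.6 ± 0.404 in WT61. *thrb* (chromosome 6, 46687270 to 46933187) measured 10.6 ± 2.37, 24.7 ± 5.73, 103 ± 12.8 and 215.5 ± 4.24 CPM in the same order. At 6 and 24 hpa *thra* had means of 4.89 and 6.10 CPM in WT56, 5.97 and 6.34 in TRDKO56, 7.60 and 7.80 in TRDKO61, and 13.4 and 10.5 in WT61. Those of *thrb* were 6.56 and 11.9, 17.95 and 20.4, 64.8 and 92.4, and 183 and 139 CPM. A count of transcripts does not show whether a functional receptor was made.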

We carried out RNA-seq analysis on the regenerated tail, including all regenerated tissues plus 250 $$\mu m$$ of the original uncut tail proximal to the site of amputation, from wild-type and TRDKO tadpoles at both stage 56 and stage 61. We detected 26,531 genes (Table S2) and identified 1162 (602 upregulated, 560 downregulated), 1171 (697 upregulated, 474 downregulated), and 1134 (657 upregulated, 477 downregulated) differentially expressed genes (DEGs, log2 FC > 1, FDR < 0.05) in regenerative animals of WT56, TRDKO56, TRDKO61, respectively, but only 566 (329 upregulated, 237 downregulated) DEGs in nonregenerative animals (WT61) during wound healing (6 h post amputation (hpa) vs 0 hpa) (Fig. 1 and Table S3A-D).

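Between 6 and 0 hpa, 1463 genes passed an absolute log2 FC of 1 and an FDR of 0.05 in WT56 (746 up, 717 down), 1449 in TRDKO56 (819 up, 630 down), 1441 in TRDKO61 (856 up, 585 down) and 631 in WT61 (359 up, 272 down). Tested were 15909 genes in the wild type and 16042 in TRDKO. At an unadjusted p of 0.05 the numbers were 5407, 4973, 4990 and 4098. Without any test, 2279, 2272, 2205 and 1372 genes had an absolute log2 FC over 1. The WT61 number was 1218 without replicate 2 at 6 hpa and 2326 without replicate 1. When the same replicate at 6 hpa was left out in each group, WT61 had the lowest number with either replicate. The count of DEGs moved most when edgeR tested against the fold-change limit itself (glmTreat), to 169, 305, 305 and 51. With only the 4 libraries of the comparison in the fit WT61 had 158. With upper-quartile in place of TMM scaling the share of upregulated genes among the DEGs was 45.2%, 47.7%, 46.9% and 53.2%. With TMM it was 51%, 56.5%, 59.4% and 56.9%. The median over all genes with upper-quartile scaling was -0.116 in TRDKO56 and -0.117 in TRDKO61. Of the DEGs in Table S3, 1075 of 1162 were also called here in WT56, 1078 of 1171 in TRDKO56 and 1043 of 1134 in TRDKO61. The 2 stage-61 groups were also compared directly, as the difference between their changes. No gene passed an FDR of 0.05 (smallest 0.0828), and 969 of 16307 had an unadjusted p under 0.05. The same comparison gave 81 genes with DESeq2, the largest number among the alternatives. WT56 and WT61 were not tested against each other in this way. The 2 libraries of a condition differed most at 6 hpa, with a biological coefficient of variation of 18.3% in WT56, 19.8% in TRDKO56, 21.1% in TRDKO61 and 22.2% in WT61. Among DEGs with a mean of at least 10 CPM and no overlap between libraries, the largest changes in WT56 were in *hsp30e* (at least 51.3-fold higher), *sbk1l2* (log2 FC 6.25), *cyp26a1* (-8.13) and *klf2* (-4.69). In TRDKO56 they were in *arg1* (5.66), *cyp26a1* (-8.19) and *LOC108645874* (-7.55, but -0.21 when shrunken with apeglm), beside *lep*. In TRDKO61 they were in *LOC100497952* (7.02), *LOC100498389* (6.32), *fos* (-3.93) and *col9a2* (-3.67), and in WT61 in *LOC101732654* (7.00), *LOC100491214* (6.52), *cyp26a1* (-6.20) and *klf2* (-3.84). With no filter on low counts *LOC108645874*, *LOC100497952*, *LOC101732654*, *LOC100491214* and, in WT61, *klf2* were not called. Of these, *LOC101732654* was 3.79 without replicate 2 of WT61 at 6 hpa.

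**Figure D1:**
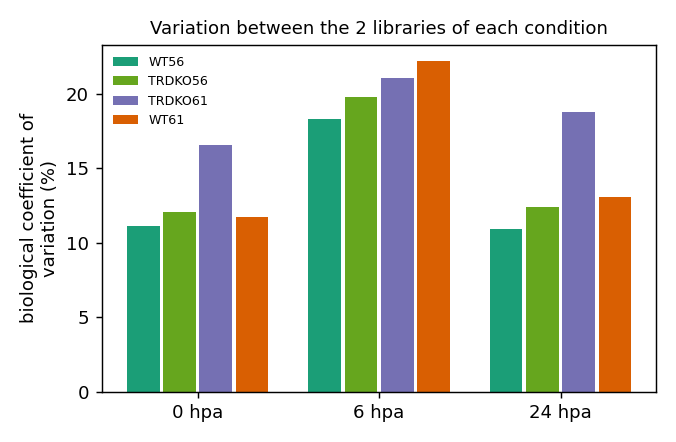
Biological coefficient of variation (percent) between the 2 libraries of each condition at 0, 6 and 24 hpa in WT56, TRDKO56, TRDKO61 and WT61, estimated with edgeR.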

**Fig. 1:**
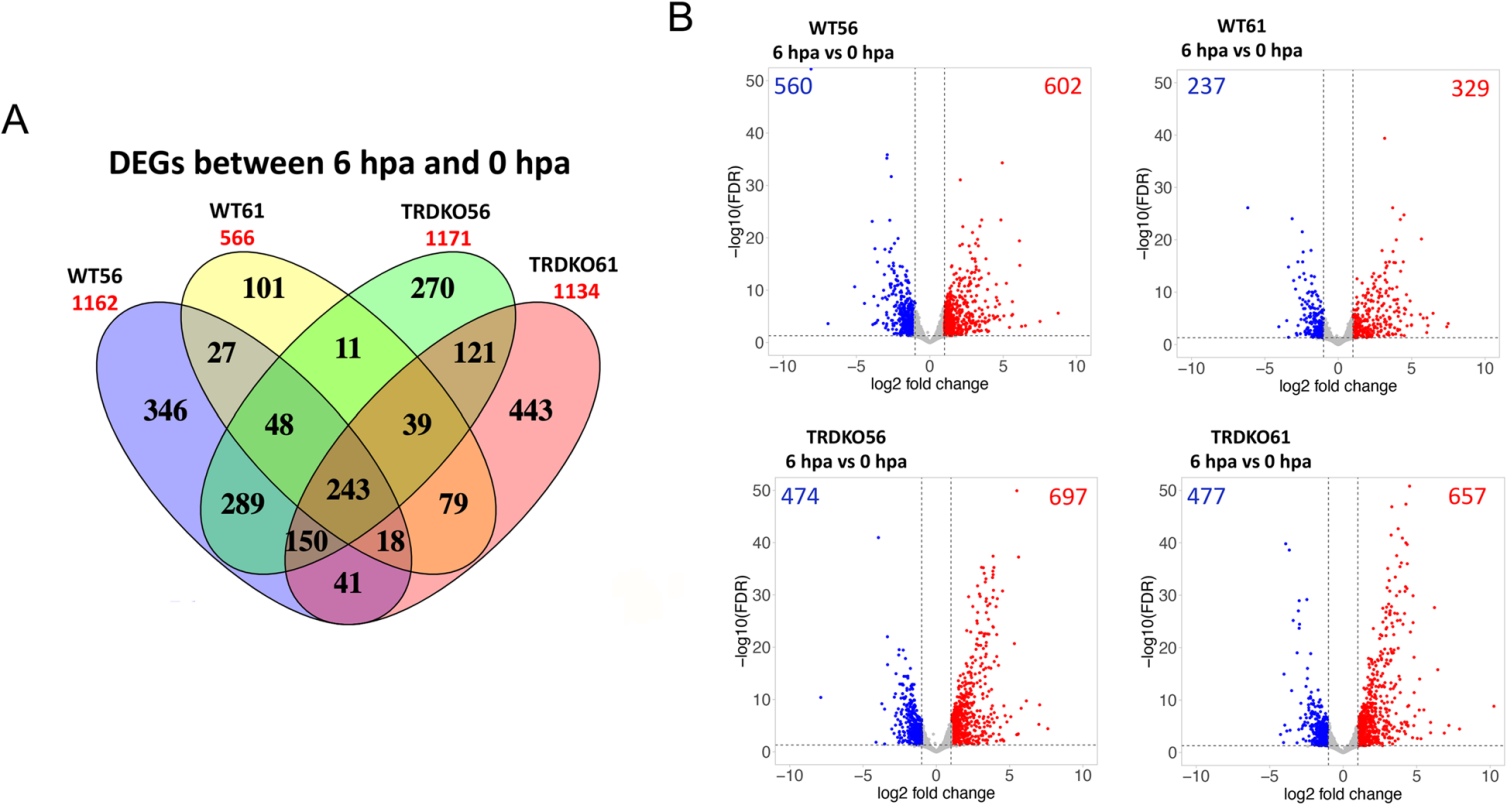
Fewer differentially expressed genes (DEG) between 0 and 6 h postamputation (hpa) (the wound healing period) in the tail of wild-type tadpoles at the climax (stage 61) than in the other 3 groups of animals (wild-type at stage 56, TRDKO at stage 56 and TRDKO at stage 61). **A** Venn diagram of the DEGs identified in the wild-type and TRDKO tail at stage 56 and stage 61 during wound healing period. Note that there were 566 DEGs at wild-type stage 61 compared to 1162 DEGs at wild-type stage 56, 1171 DEGs at TRDKO stage 56 and 1134 DEGs at TRDKO stage 61. **B** Volcano plots showing the up (red)- and down (blue)-regulated DEGs in the wild-type and TRDKO tail at premetamorphosis (stage 56) and metamorphic climax (stage 61) during wound healing

We next investigated four genes, *leptin*, *il11*, *mmp1* and *sox9*, known to be regulated during wound healing, and found that 3 (*leptin*, *il11*, *mmp1)* were upregulated and *sox9* was downregulated by 6 h after amputation in (Fig. S1). 

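In the deposited counts *lep* (chromosome 3, 87922386 to 87928377) rose between 0 and 6 hpa from 3.79 ± 0.159 to 117 ± 55.1 CPM in WT56, from 2.85 ± 1.23 to 136 ± 42.7 in TRDKO56, from 2.89 ± 0.353 to 139 ± 52.2 in TRDKO61 and from 6.08 ± 1.37 to 59.0 ± 33.7 in WT61. The log2 FC was 4.93 (SE 0.56, FDR 0.00213), 5.52 (SE 0.40, FDR 5.77e-05), 5.59 (SE 0.39, FDR 3.11e-05) and 3.32 (SE 0.48, FDR 0.00949). *il11* (chromosome 7, 105783885 to 105803258) had 0 to 2 counts per library at 0 hpa. Its 6 hpa libraries held 70 and 174 counts in WT56, 164 and 205 in TRDKO56, 142 and 290 in TRDKO61, and 59 and 158 in WT61. It was therefore at least 19.7-fold, 51.2-fold, 59.1-fold and 35.8-fold higher (FDR 0.00995, 0.000103, 4.08e-05 and 0.018). *mmp1* (chromosome 2, 161618455 to 161627175) rose by a log2 FC of 3.17 (SE 0.48, FDR 0.00462), 3.94 (SE 0.42, FDR 0.000389), 2.91 (SE 0.39, FDR 0.00149) and 1.98 (SE 0.45, FDR 0.0381). Its WT61 value was 0.96 without replicate 2 at 6 hpa, and it was not called in WT61 with no filter on low counts, with only the 4 libraries or with thinned counts. Under the first 2 of these alternatives *lep* and *il11* were not called in WT61 either, and *il11* in WT56 not under the first. The changes of *lep* and *mmp1* differed between WT61 and TRDKO61 by -2.27 (FDR 0.684) and -0.93 (FDR 0.956, and -1.91 to -0.34 with 1 library left out) on the log2 scale. For *sox9* (chromosome 10, 30569409 to 30597270) the log2 FC was -0.70 (SE 0.21, FDR 0.0499), -1.03 (SE 0.38, FDR 0.095) and -1.05 (SE 0.37, FDR 0.084) in WT56, TRDKO56 and TRDKO61. DESeq2 and the fit to all 24 libraries called it in both TRDKO groups, and over all alternatives the FDR ran from 0.0341 to 0.135 in TRDKO56 and from 0.0252 to 0.26 in TRDKO61. With 1 library left out the value ran from -1.34 to -0.65 in TRDKO56 and from -1.84 to -0.57 in TRDKO61.

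**Figure D2:**
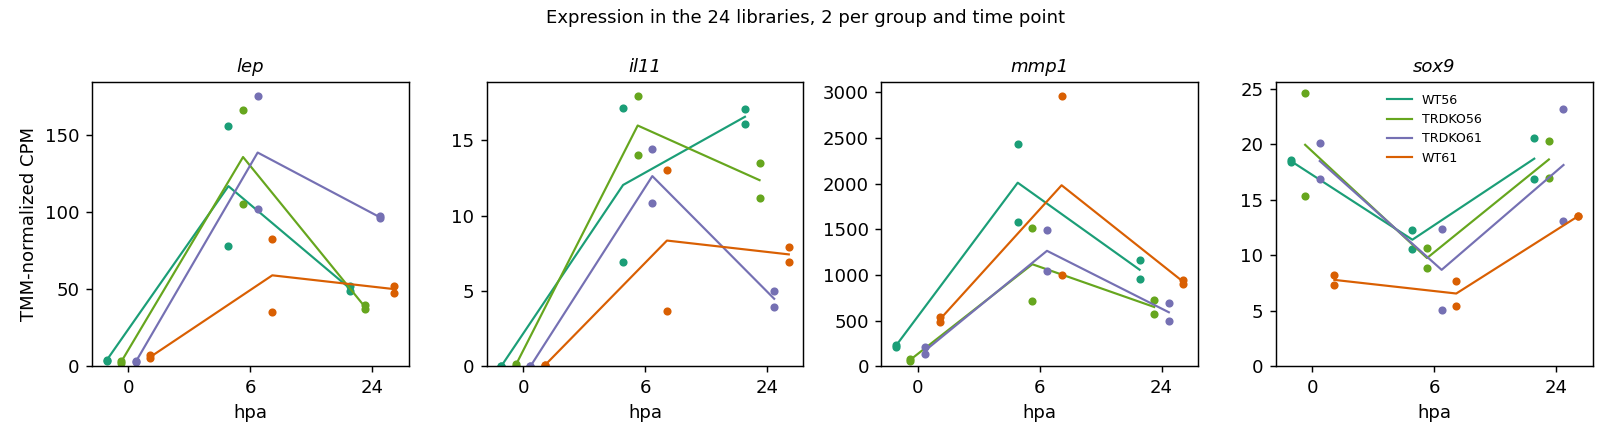
Normalized counts (CPM) of *lep*, *il11*, *mmp1* and *sox9* at 0, 6 and 24 hpa in the 4 groups. Points are libraries and lines join the means (n = 2).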

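In WT61 *sox9* measured 7.78 ± 0.625 CPM at 0 hpa and 6.55 ± 1.57 at 6 hpa (log2 FC -0.22, SE 0.21, FDR 0.545). The value was -0.51 without replicate 1 at 6 hpa and -0.04 without replicate 2. Before amputation the means of the other 3 groups were 18.5, 19.95 and 18.5 CPM. The change in WT61 and the change in TRDKO61 differed by 0.84 on the log2 scale (FDR 0.932, 0.36 to 1.65 with 1 library left out).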

With the exception of the lack of regulation of *sox9* in the non-regenerative WT61 group, the data were entirely consistent with earlier findings in *Xenopus* or other organisms [5, 26–28].

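The DEGs shared by the 4 groups between 6 and 0 hpa numbered 244, of which 203 rose and 41 fell in every group. The set moved most with glmTreat, to 12 genes, followed by the fits to only the 4 libraries of each comparison, with 65. With DESeq2 and apeglm it also held 244 genes.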

As we observed that both regenerative (WT56, TRDKO56, TRDKO61) and nonregenerative (WT61) animals could complete the wound healing [5], we analyzed the 243 DEGs common among the four groups of regenerating tails during the wound healing period (Fig. 1, Table S3E). 

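Lists of genes for the KEGG pathways were written from general knowledge of the pathways, since the paper does not list its own, and were matched to the count table by symbol. Of the 143 tested cytokine-cytokine receptor interaction genes, 118 exceeded 1 CPM at 0 hpa, and 8 are also in the apoptosis list and 6 in the senescence list. Among the common DEGs were 12 of them: *csf2rb*, *cxcl8*, *cxcr2*, *cxcr3*, *il11*, *il18rap*, *il1r2*, *il5ra*, *il6st*, *inhba*, *lep* and *tnfrsf6b* (2.05 expected, Fisher's exact test, p = 1.03e-06, FDR 1.24e-05). The common set also held 9 of 26 leukocyte markers (0.408 expected, FDR 1.48e-08). ECM-receptor interaction contributed *lamb3* and *lamb4* (FDR 0.788). With the sets from DESeq2 and apeglm, and with the authors' own DEGs, 5 ECM genes were in the common set, which was the largest move among the alternatives for these counts. Over the whole list, camera gave a median cytokine log2 FC of 0.20 in WT56 (FDR 0.0143), 0.39 in TRDKO56 (FDR 2.42e-08), 0.48 in TRDKO61 (FDR 3.81e-11) and 0.12 in WT61 (FDR 0.00405). Without replicate 2 at 6 hpa the median was 0.08 in WT56 and 0.01 in WT61. Leukocyte markers rose by a median of 1.05 (FDR 5.67e-12), 1.33 (FDR 5.27e-24), 1.87 (FDR 2.06e-42) and 0.79 (FDR 3.6e-13). The WT61 value ran from 0.38 to 1.09 with 1 library left out. Camera assumes a correlation of 0.01 between the genes of a list, and over the 110 tests of 11 lists in 10 comparisons it made 54 calls. The rotation test fry kept 17 of these and camera with the correlation estimated from the libraries kept none, with 39 and 13 tests under an unadjusted p of 0.05. The cytokine calls that fry kept included TRDKO56 and TRDKO61 between 6 and 0 hpa. Genes of a list change together and are not independent replicates.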

We found that the most significantly enriched KEGG pathway and GO term among these DEGs were “cytokine-cytokine interaction” and “inflammatory response”, respectively, which are known to be involved in wound healing (Fig. 2A, Table S4). Furthermore, six broad categories of GO terms most relevant to wound healing, i.e., inflammation, metabolism, differentiation, apoptosis, migration and proliferation [29–33], were all highly enriched among the totally 1961 enriched GO terms (Fig. 2B, Table S4B). Each of the categories had many GO terms enriched among the DEGs (Fig. 2B, Table S4B). Our results demonstrated conservations in the involvement processes during wound healing in *Xenopus*. They further suggest that TR is not involved in regulating wound healing during *Xenopus* tail regeneration.

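The paper proposes that TR is not involved in wound healing. It refers to its earlier observation that animals of all 4 groups could complete the healing. It adds that the DEGs shared by these groups carry the terms known from wound healing. The size of the change was also compared between the groups over all genes. Across genes, which are not independent replicates, the log2 FC between 6 and 0 hpa correlated with r = 0.74 between TRDKO61 and WT61 and 0.81 between WT56 and TRDKO56. Of the 1630 DEGs of either stage-61 group, 93.9% changed in the same direction in both. The cytokine list rose less in WT61 than in TRDKO61, with a median difference of -0.31 on the log2 scale (96 of 138 genes lower, camera FDR 3.79e-05). This was -0.14 without replicate 1 of WT61 at 6 hpa. Leukocyte markers differed by -0.71 (25 of 27 lower, FDR 3.71e-13, and -1.25 to -0.41 with 1 library left out). Neither difference was called by fry or with the estimated correlation. The ECM list differed by 0.12 (FDR 0.426, and 0.04 to 0.27 with 1 library left out), with medians of -0.50 in TRDKO61 (FDR 3.3e-06) and -0.40 in WT61 (FDR 3.56e-05). Neural markers differed by -0.43 (FDR 0.00389; -0.09 without replicate 1 of TRDKO61 at 0 hpa). RNA from tail tissue does not measure closure of the wound.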

**Fig. 2:**
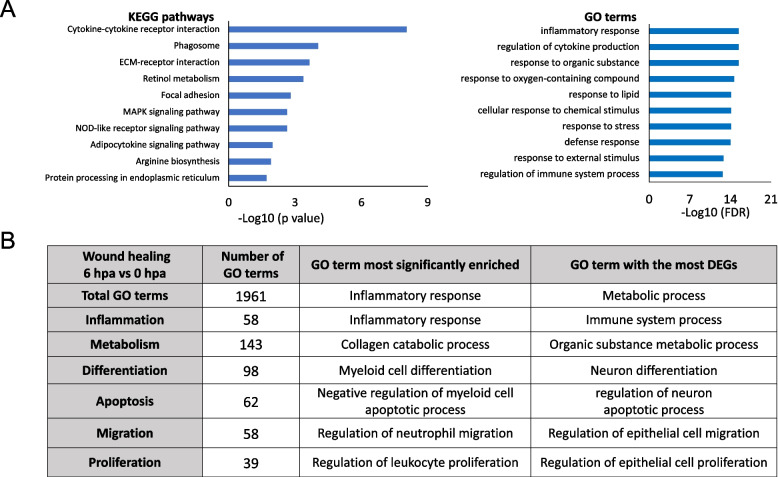
KEGG and GO analyses reveal that conserved KEGG pathways/GO terms are regulated in wild-type and TRDKO tadpoles during wound healing. **A** Top 10 KEGG pathways/GO terms significantly enriched among the 243 DEGs common to all 4 groups (wild-type stage 56, wild-type stage 61, TRDKO stage 56 and TRDKO stage 61) during wound healing (6 hpa vs 0 hpa). Notably, the inflammatory response is the most significantly enriched pathways/terms. **B** The GO terms known to be involved in wounding healing were highly enriched among 243 DEGs common to all 4 groups

### Distinct transcriptional regulation programs exist in the regenerative and nonregenerative tail during blastema formation period

Various studies have established that blastema formation is a critical step in bridging the wound epidermis and tissue outgrowth [34, 35]. Thus, we carried transcriptome analysis and identified 1780 (790 upregulated and 990 downregulated), 1720 (779 upregulated and 941 downregulated) and 637 (384 upregulated and 253 downregulated) DEGs in regenerative animals WT56, TRDKO56, TRDKO61, respectively, but only 379 (253 upregulated and 126 downregulated) DEGs in nonregenerative animals (WT61) during blastema formation (24 hpa vs 6 hpa) (Fig. 3 and Table S5). Among them, two categories of DEGs are of particular interest. 

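Between 24 and 6 hpa, 2122 genes were called in WT56 (961 up, 1161 down), 2042 in TRDKO56 (928 up, 1114 down), 464 in TRDKO61 (271 up, 193 down) and 211 in WT61 (140 up, 71 down), out of 16049 tested in the wild type and 16277 in TRDKO. The numbers at an unadjusted p of 0.05 were 6367, 6247, 3738 and 3113. With DESeq2, 844 genes were called in TRDKO61 and 492 in WT61, and with DESeq2 and apeglm 631 and 379. With only the 4 libraries of the comparison they were 249 and 14. None was called in either stage-61 group with glmTreat, where 584 and 408 had an unadjusted p under 0.05. Of the DEGs in Table S5, 1663 of 1780 were called here in WT56, 390 of 637 in TRDKO61 and 186 of 379 in WT61. Absolute log2 FC over 1, without a test, was found for 2866, 2903, 1528 and 1187 genes. By the abundance rule used at 6 hpa, the largest changes in WT56 were in *frem3* (log2 FC 5.15), *cyp26a1* (5.13), *ankrd2* (-7.82) and *ocm4.3* (at least 126.1-fold lower). Those in TRDKO56 were in *cyp26a1* (6.72), *noxo1.1* (6.12), *ankrd2* (-6.69) and *LOC116412418* (at least 149.4-fold lower, but -0.27 when shrunken with apeglm). TRDKO61 had *rrm2.2* (3.32), *MGC79725* (3.21), *LOC108648340* (-5.29) and *LOC100491571* (-5.09), and WT61 had *hpx* (4.95), *frem3* (3.74), *ankrd2* (-5.07) and *MGC75582* (-3.34). No filter on low counts left *LOC108648340* and, in TRDKO56, *ankrd2* without a call, only the 4 libraries left the last 2 WT61 genes without one, and *MGC79725* lost its call under 4 alternatives (2.02 to 4.45 with 1 library left out).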

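The 4 groups shared 71 DEGs between 24 and 6 hpa, of which 68 rose and 2 fell in all and 1 changed in different directions. With DESeq2 and apeglm they shared 136, and with only the 4 libraries of each comparison 4. DEGs of all 3 regenerative groups that were not called in WT61 numbered 95, with 78 up and 8 down in all 3. This count ran up to 181 with all 24 libraries in 1 fit and was 0 with glmTreat. Of the genes with 1 direction in all 3, 85 changed in that direction in WT61, and 74 of the 95 had an unadjusted p under 0.05 there. The median change along the direction of WT56 was 1.80 in WT56, 2.04 in TRDKO56, 1.80 in TRDKO61 and 1.12 in WT61, where 56 of them changed by more than 1 on the log2 scale.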

The first one is the 136 DEGs commonly regulated in four groups and the other one is the 105 DEGs only regulated in the regenerative animals (Fig. S2A). KEGG pathway and GO analyses on the 136 and 105 DEGs, respectively, revealed that DNA replication and cell cycle were the most significantly enriched among the 136 common DEGs (Fig. S2B). On the other hand, cytokine-cytokine receptor interaction and ECM-receptor interaction pathways and GO terms, in addition to those related to DNA replication and cell cycle, were highly enriched among the 105 DEGs specific to the regenerative groups (Fig. S2C). These results indicate TR-mediated, T3-induced the regulated DEGs involved in regulating the inflammatory response and ECM remodeling are critical for blastema formation.

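DNA replication contributed *fen1*, *pola1*, *rfc4* and *rpa2* to the 71 common DEGs (0.148 expected, FDR 0.00013). Cell cycle contributed *bub1b*, *ccna2*, *ccne2*, *cdc45*, *cdk2*, *chek2* and *mad2l1* (0.504 expected, FDR 9.24e-06). With the sets from DESeq2 and apeglm these were 11 and 11 genes. The 2 lists share 6 genes, and cell cycle shares 35 of its 112 with the senescence list. All 33 DNA replication genes and 111 of the cell cycle genes exceeded 1 CPM at 0 hpa. DNA replication rose by a median log2 FC of 1.99 in WT56 (33 of 33 genes up, camera FDR 2.5e-36), 1.75 in TRDKO56 (32 up, FDR 1.07e-21), 0.88 in TRDKO61 (31 up, FDR 9.98e-14) and 1.02 in WT61 (32 up, FDR 4.17e-27). Adjusted over the list alone, 31, 30, 26 and 27 genes had an FDR under 0.05, and over all genes 31, 28, 6 and 8. Cell cycle rose by 0.53 (91 of 112 up, FDR 7.01e-12), 0.58 (87 up, FDR 8.21e-11), 0.22 (77 up, FDR 1.79e-06) and 0.21 (81 up, FDR 5.43e-08). Its numbers were 60, 63, 33 and 36 over the list and 54, 58, 11 and 11 over all genes. Between WT61 and TRDKO61 the change of DNA replication differed by 0.08 (FDR 0.268) and that of cell cycle by -0.01 (FDR 0.434), with -0.10 to 0.30 and -0.12 to 0.04 when 1 library was left out. Between 0 and 6 hpa the DNA replication medians were -0.62, -0.80, -0.20 and -0.28.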

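The 95 DEGs of the regenerative groups held the ECM genes *fn1* and *frem2* (0.427 expected, FDR 0.256) and the cytokine genes *edar* and *il17c* (0.825 expected, FDR 0.604). From cell cycle they held *cdc25a* (FDR 1), and from DNA replication none. With the sets from DESeq2 and apeglm the number of cell cycle genes was 3, the largest move. Change in opposite directions within the 3 groups is possible in this set: *il17c* rose in both stage-56 groups and fell in TRDKO61.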

**Fig. 3:**
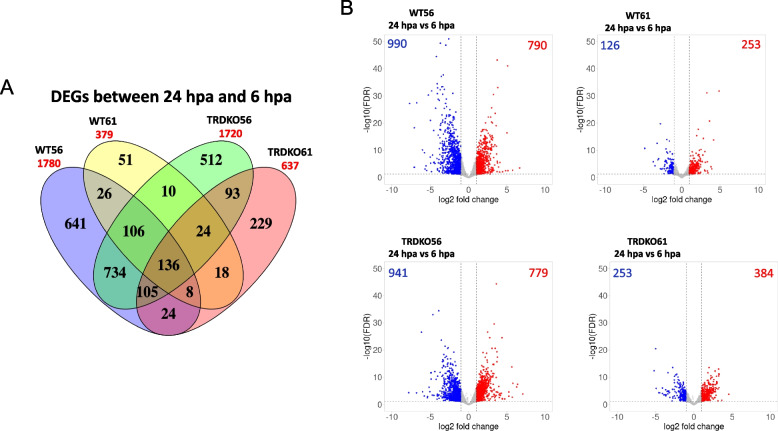
More DEGs during the blastema period after tail amputation at premetamorphic stages than those at the metamorphic climax for both wild-type and TRDKO animals. **A** Venn diagram of the DEGs identified in the wild-type and TRDKO tail at stage 56 and stage 61 during the blastema period (between 6 and 24 hpa). Note that there were 379 DEGs at wild-type stage 61 and 637 DEGs at TRDKO stage 61 tail compared to 1780 DEGs and 1720 DEGs at wild-type stage 56 and TRDKO stage 56, respectively. **B** Volcano plot showing the up (red)- and down (blue)-regulated DEGs in the wild-type and TRDKO tail at premetamorphosis (stage 56) and metamorphic climax (stage 61) during blastema period

### Analyses of stage-matched wild-type and TRDKO animals at metamorphic climax reveal the TR-mediated T3-induced gene expression program regulating blastema formation

To further investigate if TR-mediated, T3-induced gene expression program is responsible for the inhibition of blastema formation, we focused on stage-matched WT61 and TRDKO61 animals, thereby eliminating any potential stage-dependent effects. 

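Of the DEGs between 24 and 6 hpa at stage 61, 127 were called in WT61 but not in TRDKO61, 380 in TRDKO61 but not in WT61, and 84 in both. With DESeq2 and apeglm these were 191, 443 and 188, and with only the 4 libraries of each comparison 10, 245 and 4. Of 125 genes of the WT61 set tested in both groups, 111 (88.8%) changed in the same direction in TRDKO61, with a median change of 1.56 in WT61 and 0.82 in TRDKO61. Of 377 of the TRDKO61 set, 323 (85.7%) changed in the same direction in WT61, with medians of 1.5 and 0.65. A change over 1 in the opposite direction was seen for 6 and 12 genes. When the change in WT61 was tested against that in TRDKO61, no gene of 16320 passed an FDR of 0.05 (smallest 0.132), and 953 had an unadjusted p under 0.05. Of the 127 and 380 genes, 40 and 152 were among these. The number of genes past the FDR was highest with DESeq2, at 73, and 20 with all 24 libraries in 1 fit. Across genes the log2 FC of TRDKO61 and WT61 correlated with r = 0.49. The 5 genes of smallest p with at least 10 CPM were *fibin*, *LOC101730868* (2.34), *LOC116412195* (3.61), *LOC100492398* (-2.14) and *LOC100491571* (5.17, with the largest FDR of 0.153), where positive means a higher change in WT61.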

We first identified 193 and 451 DEGs specifically regulated in WT61 and TRDKO61 tail, respectively, during blastema formation (between 6 and 24 hpa) (Fig. 4A). 

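The WT61 set split into 60 upregulated and 67 downregulated genes and the TRDKO61 set into 192 and 188. Cell-type markers were compared with the same sets. The downregulated WT61 genes held the muscle markers *mybpc1*, *myh6* and *myl2* (FDR 0.00582) and the neural markers *map2* and *syt1* (FDR 0.0233), and the downregulated TRDKO61 genes held 6 leukocyte markers (FDR 9.15e-06). Muscle markers as a whole changed by a median of -0.77 in WT61 (FDR 6.42e-14) and -0.02 in TRDKO61 (FDR 0.969), the latter 0.01 with upper-quartile scaling. With 1 library left out these ran from -1.22 to -0.33 and from -0.59 to 0.33.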

Next, KEGG pathway analyses were carried out separately on the upregulated 81 and downregulated 112 genes among the 193 DEGs of WT61 (Fig. 4B, Table S6), or the 219 upregulated genes and 232 downregulated genes among the 451 DEGs of TRDKO61 (Fig. 4C, Table S6) during blastema formation. The results showed that with the exception of cell cycle commonly enriched among upregulated genes in both genotypes, the rest of the top 5 most significantly enriched pathways were totally different between WT and TRDKO tails. 

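Cell cycle genes among the upregulated sets were *pcna* and *ttk* in WT61 (FDR 0.249) and *ccnb2* and *cdc25a* in TRDKO61 (FDR 0.962). With the sets from DESeq2 and apeglm, and with the authors' own DEGs, TRDKO61 had 5. The WT61 set also held the DNA replication genes *lig1*, *pcna*, *prim1* and *rpa3* (FDR 6.26e-05).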

Of interest, the ECM-receptor interaction pathway, important for regeneration, was significantly enriched among downregulated genes in the WT tail but highly enriched among the upregulated genes in TRDKO tail (Fig. 4 B-C, Fig.S3, Table S6). On the other hand, cytokine-cytokine receptor interaction was highly enriched among the downregulated genes in TRDKO tail but not in WT tail (Fig. 4B-C, Table S6), consistent with the need to down-regulate proinflammatory genes during the blastema formation period. In addition, RT-qPCR analysis showed that the expression of 2 proinflammatory genes, *mmp14* and *il17c*, and 2 ECM remodeling genes, *col4a5* and *fibin* in the regenerated portion of the tail was significantly upregulated and downregulated, respectively, between 24 and 6 h after amputation in wild type tail. In contrast, in the TRDKO tail, an opposite gene regulation pattern was observed (Fig. 4D), confirming the transcriptome data (Table S2. B, D) and demonstrating a critical role of TR in regulating gene expression during regeneration at the climax of metamorphosis.

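Of the ECM-receptor interaction list, 71 of 73 tested genes exceeded 1 CPM at 0 hpa, and 5 are also epidermis markers. The upregulated TRDKO61 genes held 9 of them (0.864 expected, FDR 4.56e-06): *col6a5* (log2 FC 2.30), *fn1* (1.47), *lama1* (1.45), *lamb1* (1.28), *thbs3* (1.22), *col4a5*, *lama4* (1.11), *frem2* (1.11) and *tnc* (1.05). The downregulated WT61 genes held *col9a3* (-2.11; FDR 0.687), and 3 genes with DESeq2 and apeglm or with the authors' own DEGs. Over the whole list the median log2 FC between 24 and 6 hpa was 0.51 in TRDKO61 (51 of 72 genes up, camera FDR 5.32e-07). It ran from 0.21 without replicate 2 at 24 hpa to 0.66 without replicate 1 at 6 hpa. In WT61 it was -0.02 (36 up, 36 down, FDR 0.929), from -0.14 to 0.10 with 1 library left out and 0.02 with upper-quartile scaling. Adjusted over the list alone, 27 genes had an FDR under 0.05 in TRDKO61 and 17 in WT61, and over all genes 11 and 5. The change in WT61 minus that in TRDKO61 had a median of -0.36 on the log2 scale (56 of 72 genes lower, FDR 5.11e-06; -0.46 to -0.29 with 1 library left out). The fry FDR was 0.0548 for TRDKO61 and 0.187 for the difference, and with the estimated correlation they were 0.345 and 0.392.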

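The downregulated TRDKO61 genes held 13 cytokine genes (1.61 expected, FDR 4.72e-07), and the downregulated WT61 genes none. Beside *il17c* they were *il1rap* (log2 FC -1.02), *csf2rb* (-1.02), *csf3r* (-1.05), *il17ra* (-1.20), *il18r1.1* (-1.42), *lif* (-1.45), *il11* (-1.49), *tnfrsf6b* (-1.53), *tnfsf13b* (-1.54), *cxcl8* (-1.88), *il1r2* (-2.66) and *il10* (-3.72). *il20*, tested in TRDKO alone, also fell in TRDKO61. In the other direction, *il13ra2* (1.90) and *edar* (1.68) rose in TRDKO61, and *tnfrsf4* (2.61) and *il13ra2* (1.13) in WT61. The list median between 24 and 6 hpa was -0.31 in TRDKO61 (49 genes up, 90 down, camera FDR 4.79e-06, and -0.35 to -0.19 with 1 library left out). In WT61 it was -0.03 (68 up, 72 down, FDR 0.813), from -0.16 to 0.15 with 1 library left out and 0.01 with upper-quartile scaling. In TRDKO61, 46 genes had an FDR under 0.05 over the list alone and 17 over all genes. The difference between the groups was 0.27 (99 of 140 genes higher in WT61, FDR 2.14e-07; 0.15 to 0.48 with 1 library left out). For TRDKO61 and the difference the fry FDR was 0.0674 and 0.214 and that with the estimated correlation 0.42 for each. Leukocyte markers, which share 2 genes with the list, had a median of -0.74 in TRDKO61 (FDR 5.24e-14) and -0.23 in WT61 (FDR 0.0513), the latter 0.15 without replicate 2 and -0.50 without replicate 1 at 6 hpa. From 0 to 24 hpa, a comparison made after these values were seen, the cytokine difference between the groups had an FDR of 0.827 and the ECM difference 2.98e-05.

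**Figure D3:**
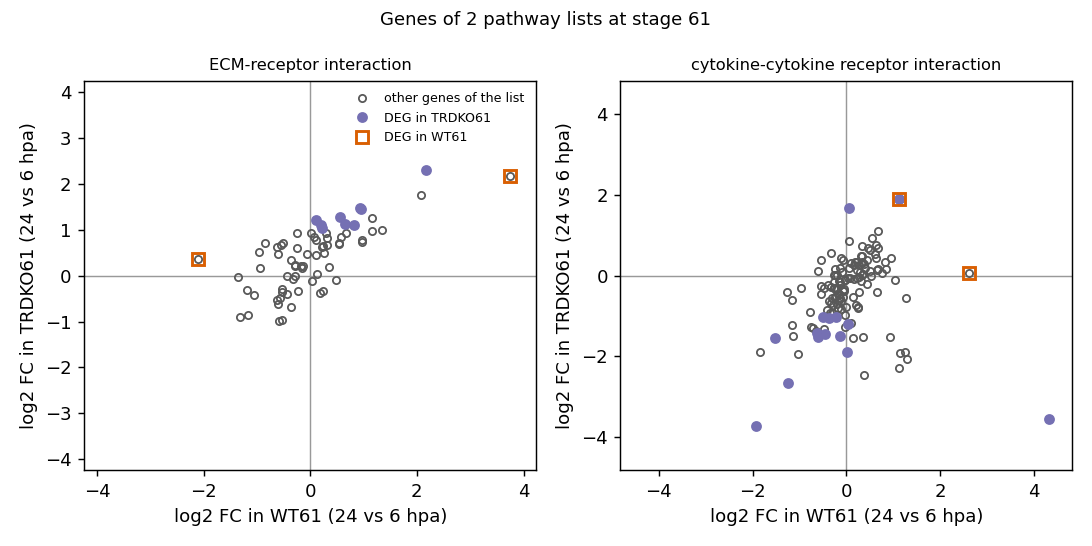
Log2 FC between 24 and 6 hpa of the genes of the ECM list and of the cytokine list in WT61 and TRDKO61. Filled points are DEGs in TRDKO61 and orange squares DEGs in WT61. The WT61 medians change sign with upper-quartile scaling. Fitted values of genes at the floor in 1 arm, such as *il17c*, depend on the prior count.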

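The RT-qPCR values were not analysed here, and the counts of the same genes between 6 and 24 hpa are given instead. The text names *mmp14*, Fig. 4D and the discussion *mmp13*, so both were read. *mmp14* (chromosome 1, 140077658 to 140100217) changed from 1744 to 1523 CPM in WT61 (log2 FC -0.19, SE 0.17, FDR 0.587; 0.00 without replicate 2 at 6 hpa) and from 625 to 692 in TRDKO61 (0.16, SE 0.19, FDR 0.662, and 0.06 to 0.26 with 1 library left out). *mmp13* (chromosome 2, 161873203 to 161880351) rose from 10.8 ± 6.13 to 23.6 ± 0.966 CPM in WT61 (1.15, SE 0.46, FDR 0.235, and 0.65 to 1.88 with 1 library left out). It fell from 15.6 ± 1.19 to 4.75 ± 1.43 CPM in TRDKO61 (-1.70, SE 0.28, FDR 0.0241). Its paralog *mmp13l* (chromosome 2, 161584669 to 161592069), which the primer table lists, had a log2 FC of 0.44 in WT61 (SE 0.60, FDR 0.747; -0.29 without replicate 1 at 6 hpa) and 2.84 in TRDKO61 (SE 0.40, FDR 0.0226). *il17c* (chromosome 4, 66790121 to 66792447) went from 3 and 2 counts to 31 and 60 in WT61, at least 17.7-fold higher (FDR 0.068). Among the alternatives 5 called it there, with an FDR from 0.000586 to 0.101 over all of them. In TRDKO61 it went from 162 and 54 counts to 11 and 16 (-3.55, SE 0.70, FDR 0.0366; -2.09 without replicate 1 at 6 hpa), a call lost with only the 4 libraries and with thinned counts.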

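*col4a5* (chromosome 8, 50870950 to 50965320) rose from 106 ± 37.7 to 166.5 ± 7.84 CPM in WT61 (log2 FC 0.66, SE 0.30, FDR 0.281; 0.33 to 1.07 with 1 library left out) and from 35.3 ± 6.35 to 76.0 ± 3.95 in TRDKO61 (1.12, SE 0.17, FDR 0.0237). *fibin* (chromosome 4, 21432007 to 21434263) fell from 49.8 ± 8.84 to 21.8 ± 0.826 CPM in WT61 (-1.19, SE 0.16, FDR 0.028, not called with only the 4 libraries) and rose from 17.1 ± 1.56 to 29.8 ± 3.06 in TRDKO61 (0.81, SE 0.16, FDR 0.0339). The paper concludes that TR has a critical role because the genes changed in opposite directions in the 2 genotypes. The difference between the changes, WT61 minus TRDKO61 on the log2 scale, was 2.84 for *mmp13* (SE 0.53), 7.87 for *il17c* (SE 1.43) and -2.01 for *fibin* (SE 0.24). The value of *il17c*, at the floor in WT61 at 6 hpa, is a fitted one that depends on the prior count. The FDR over all genes was 0.373, 0.373 and 0.132. Over the alternatives it ran from 0.000166 to 0.38, from 5.96e-07 to 0.576 and from 1.45e-06 to 0.316. Adjusted over only the 26 tested genes that the paper names, the FDR of the edgeR interaction was 0.00614, 0.00614 and 0.00055. In each of these 3 genes both libraries of WT61 moved opposite to both of TRDKO61. For *col4a5* the difference was -0.47 (SE 0.34, FDR 0.962, and -0.79 to -0.05 with 1 library left out), for *mmp14* -0.36 (FDR 0.97) and for *mmp13l* -2.42 (FDR 0.811). Over the 26 genes their FDR was 0.368, 0.411 and 0.0991. The paper named these genes in its study of the same libraries, so the smaller adjustment is not an independent test. TRDKO tadpoles carry the mutations throughout development, so the counts do not separate an effect of TR after amputation from an earlier one.

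**Figure D4:**
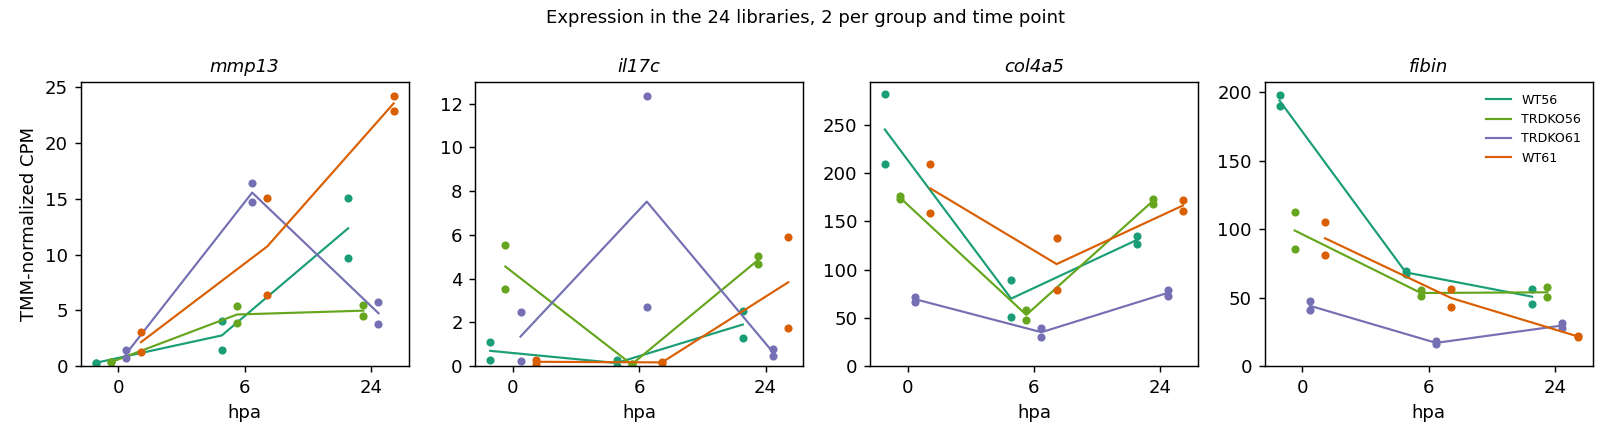
Normalized counts (CPM) of *mmp13*, *il17c*, *col4a5* and *fibin* at 0, 6 and 24 hpa in the 4 groups. Points are libraries and lines join the means (n = 2).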

**Fig. 4:**
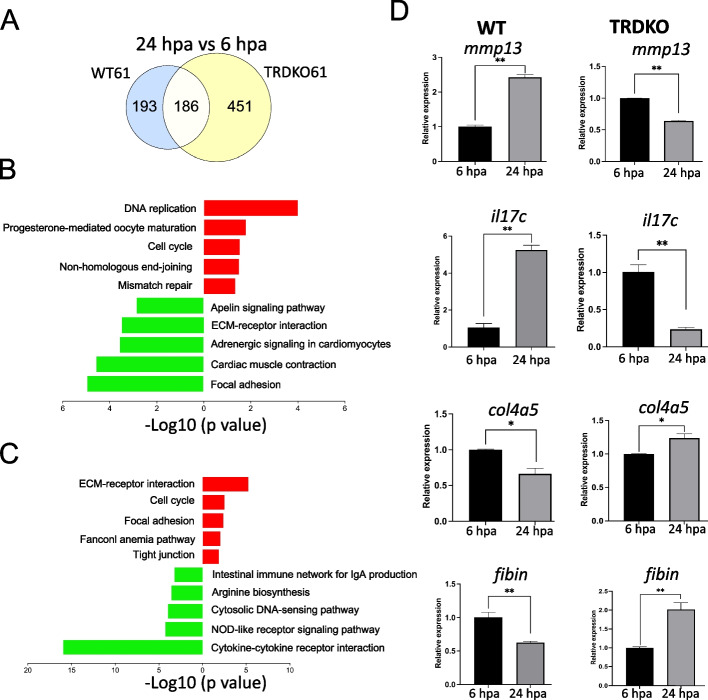
The expression of genes related to ECM-receptor interaction pathway is increased and that of genes involved in cytokine-cytokine receptor interaction pathway is reduced during the blastema period of regeneration in TRDKO tail at stage 61, the opposite to that in wild-type tail at stage 61. **A** Venn diagram of the DEGs in wild-type and TRDKO tail at stage 61 during the blastema period of regeneration. Note that there were more DEGs in the tail of TRDKO tadpoles than wild-type (WT) tadpoles. **B**/**C** Top 10 KEGG pathways significantly enriched among the 81 upregulated (pathways in red) or 112 downregulated (pathways in green) genes specific to WT tail (B) and the 219 upregulated (pathways in red) and 232 downregulated (pathways in green) genes specific to TRDKO tail (**C**). **D** Validation of the known inflammatory genes (*mmp13*, *il17c*) and ECM genes (*col4a5, fibin*) by RT-qPCR, normalized to that of *rpl8*

### TR-mediated, T3-induced cellular senescence might be responsible for the inhibition of tail regeneration at the climax of metamorphosis

To understand the global gene regulation and involved biological processes during the initial period of tail regeneration, i.e., wound healing and blastema formation, we combined the DEGs during wound healing and blastema formation for the different animal groups. 

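The DEGs of all 3 pairs of time points together numbered 4277 in WT56, 3869 in TRDKO56, 1945 in TRDKO61 and 1680 in WT61. Among them, 24 against 0 hpa contributed 2998, 2394, 833 and 1384 genes. The combined numbers moved most under glmTreat, to 1500, 931, 362 and 461. With DESeq2 and apeglm they were 3581, 3243, 1718 and 1358. These are close to the paper's numbers except in WT56, where the paper gives fewer.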

Overall, there were 2941, 3209, 1715 and 1355 DEGs for WT56, TRDKO56, TRDKO61, and WT61 groups, respectively. Among them, 607 DEGs were common among the four group animals while 370 and 92 DEGs were unique to regenerative animals (WT56, TRDKO56, TRDKO61) and nonregenerative animals (WT61) (Fig. 5A), respectively.

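Of these, 667 were shared by the 4 groups, 433 were found in all regenerative groups and not in WT61, and 141 were found in WT61 alone. With DESeq2 and apeglm the numbers were 608, 375 and 90, and the WT61 set ran from 42 with glmTreat to 256 with no limit on the fold change. The genes found in all regenerative groups held 9 from the ECM list (FDR 0.00103), 13 from the cytokine list (FDR 0.000523) and 9 leukocyte markers (FDR 7.81e-07).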

**Fig. 5:**
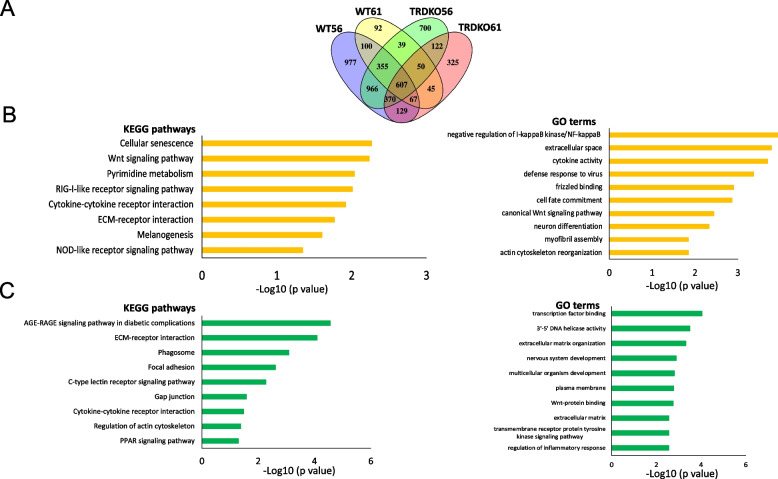
KEGG and GO analyses reveal common and distinct KEGG pathways/GO terms regulated during the initial period of tail regeneration. **A** Venn diagram of all DEGs identified by pair-wise comparisons among 0 hpa, 6 hpa and 24 hpa tail samples of 4 groups after amputation. **B** 8 KEGG pathways and top 10 GO terms significantly enriched among the 92 DEGs specific to WT st61 (stage 61) tail. Note that the most significantly enriched KEGG pathway is cellular senescence. **C** 9 KEGG pathways and top 10 GO terms significantly enriched among the 370 DEGs common to WT st56, TRDKO st56 and TRDKO st61 tail. Note that development related pathways are significantly enriched

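The genes found in WT61 alone held 2 of the 120 senescence genes, *ccnb1.2* and *ccnb3* (0.875 expected, FDR 0.642), which are also cell cycle genes. Cell cycle contributed these and *cdc20* (FDR 0.209), ECM-receptor interaction *hmmr*, *itga1* and *sv2b*, and the cytokine list *eda2r*. The paper proposes that T3-induced senescence may inhibit regeneration, partly because senescence was the most enriched pathway in this set. It also refers to its T3 treatment of premetamorphic tadpoles, which inhibited regeneration in the wild type but not in TRDKO. By RT-qPCR, T3 strongly induced p15 (*cdkn2b*) and p21 (*cdkn1a*) in the wild type. In TRDKO the induction was lost for p15 and much weaker for p21. The T3-treated tadpoles were not analysed here, so the values below do not test that induction. Over the whole senescence list the median log2 FC in WT61 was -0.02 between 6 and 0 hpa (53 up, 67 down, FDR 0.934, and -0.11 to -0.01 with 1 library left out) and -0.01 between 24 and 6 hpa (58 up, 62 down, FDR 0.466). The latter was 0.03 with upper-quartile scaling and -0.03 to 0.08 with 1 library left out. Of the list, 11 genes had an FDR under 0.05 over the list alone and 8 over all genes. In TRDKO56 the median between 24 and 6 hpa was 0.17 (FDR 0.0122) and in TRDKO61 0.05 (FDR 0.182), and the difference between WT61 and TRDKO61 was -0.06 (FDR 0.316). With 1 library left out the values of TRDKO61 and of the difference ran from 0.02 to 0.10 and from -0.10 to -0.01. Among inhibitors of the cell cycle, *cdkn2b* measured 7.60 ± 1.95, 4.43 ± 0.618 and 5.89 ± 0.0487 CPM at 0, 6 and 24 hpa in WT61, with a log2 FC of -0.75 (SE 0.41, FDR 0.285, and -1.03 to -0.49 with 1 library left out) and 0.42 (SE 0.29, FDR 0.484) for the 2 steps. For *cdkn1a* the steps were 0.12 (SE 0.22, FDR 0.76, and -0.11 to 0.35 with 1 library left out) and -0.63 (SE 0.20, FDR 0.143). Among the regenerative groups *cdkn2b* was called between 6 and 0 hpa in TRDKO61 (-1.25, SE 0.37, FDR 0.0477). It was also called between 24 and 6 hpa in TRDKO56 (1.83, SE 0.49, FDR 0.0304). No other step of either gene was called in these groups. Before amputation *cdkn1a* measured 137 ± 30.6 CPM in WT61, 61.3 ± 9.25 in TRDKO61, 38.1 ± 11.3 in TRDKO56 and 37.7 ± 6.53 in WT56, and *cdkn2b* 7.20 ± 1.67, 2.27 ± 0.461 and 0.451 ± 0.637 in the last 3 of these. These levels were not tested between groups. Transcript levels do not count senescent cells.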

KEGG pathway and GO analyses revealed that surprisingly, cellular senescence was the most significantly enriched among the 92 DEGs specific to nonregenerative animals (Fig. 5B, Table S7A), suggesting that T3-induced cellular senescence may inhibit tail regeneration (also see Fig. 6 below). However, regulation of actin, nervous system development and multicellular organism development were specifically highly enriched among the 370 DEGs in regenerative animals (Fig. 5C, Table S7.B). Consistent with the above results in Fig. 4B-C, cell cycle was significantly enriched among the 607 DEGs common to both regenerative and nonregenerative animals. 

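The 667 shared DEGs held 14 of the cell cycle genes (4.69 expected, FDR 0.00171) and 10 of the DNA replication genes (FDR 9.24e-06).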

In support of this, RNA-seq data of relative FPKM values and RT-qPCR analyses showed that the expression of 2 cell cycle genes, *cdca8* and *cdk2*, were upregulated at 24 h after amputation and exhibited the similar regulation pattern in the regenerative and nonregenerative animals during the initial period of regeneration (Fig. S4). These results indicate TR-mediated, T3-induced the regulated DEGs involved in regulating the cellular senescence may be responsible for the inhibition of tail regeneration in wild-type animals during at the climax of metamorphosis.

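Between 6 and 24 hpa *cdca8* (chromosome 2, 84664066 to 84680899) rose from 9.67 to 26.9 CPM in WT56, 7.84 to 30.6 in TRDKO56, 0.843 to 7.14 in TRDKO61 and 2.04 to 7.11 in WT61. The log2 FC was 1.45 (SE 0.39, FDR 0.0321, and 0.99 to 2.19 with 1 library left out), 1.93 (SE 0.34, FDR 0.00751), 3.08 (SE 0.43, FDR 0.0218) and 1.81 (SE 0.46, FDR 0.0982). In WT61 it was called by 4 alternatives, DESeq2 with and without apeglm, all 24 libraries and thinned counts. *cdk2* (chromosome 2, 137876515 to 137889315) rose from 8.83 to 69.2, 9.24 to 57.3, 5.21 to 21.6 and 4.86 to 15.3 CPM. Its log2 FC was 2.94 (SE 0.25, FDR 0.00087), 2.60 (SE 0.29, FDR 0.00269), 2.06 (SE 0.30, FDR 0.0218) and 1.66 (SE 0.25, FDR 0.0326, not called with only the 4 libraries). The change in WT61 differed from that in TRDKO61 by -1.29 for *cdca8* (FDR 0.744) and -0.42 for *cdk2* (FDR 0.979; -0.72 to -0.05 with 1 library left out).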

**Fig. 6:**
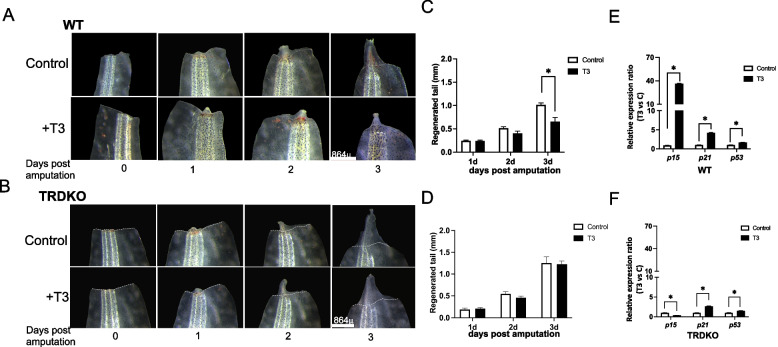
T3 treatment inhibits tail regeneration in wild-type tadpoles but not in TRDKO tadpoles at stage 56. **A**/**B** Morphological observations during tail regeneration in wild-type (A) and TRDKO (B) tadpoles showed that T3 treatment at stage 56 inhibited the regeneration compared to -T3 control, particularly at 3 days after tail amputation of wild-type while not TRDKO animals. The white dashed lines indicated amputation sites. Scale bar: 864 μm. **C**/**D** Quantitative analyses of the length of the regenerated tail in the wild-type (C) and TRDKO (D) tadpoles revealed that T3 treatment significantly decreased the regenerated length at 3 days post amputation in wild-type but not TRDKO animals. The data were shown as mean values of at least 3 replicates with SE. *P < 0.05. **E**/**F** Differential regulation of cellular senescence marker genes, *p15, p21* and *p53,* by T3 in WT56 and TRDKO56 animals during regeneration. Total RNA was isolated from regenerating tail of WT56 (E) and TRDKO56 (F) animals in the presence or absence of T3 for 3 days and analyzed by RT-qPCR for the expression of *p15, p21* and *p53*. The expression level was normalized to that of *rpl8,* with the expression in the absence of T3 set to 1 for each gene. Each bar represents the mean plus S.E. and the asterisk (*) indicates a significant difference between the level of wild-type and TRDKO with (T3) or without T3 (Control) treatment (*P* < 0.05)

### TR is required for T3-inhibition of tail regeneration in premetamorphic tadpoles

The RNA-seq analyses above suggest that TRDKO regulates gene expression program during tail resorption to affect tail regeneration capacity. To test this, we studied the effect of T3-treatment on tail regeneration in premetamorphic WT and TRDKO tadpoles at stage 56. The results showed that three days of T3 treatment significantly inhibited tail regeneration in WT (Fig. 6A, C) but not TRDKO tadpoles (Fig. 6B, D). Moreover, 3-day T3 treatment induced the expression of cellular senescence marker genes p15 and p21 strongly, and to a lesser extent p53, in the regenerated portion of tail of WT tadpoles (Fig. 6E). In contrast, this T3 regulation was abolished for p15 and greatly reduced for p21 in the regenerated portion of tail of TRDKO animals compared to WT tadpoles (Fig. 6F), although p53 had little regulation by T3 in both TRDKO and WT tadpoles. Importantly, T3-treatment at stage 56 does not inducible any measurable tail resorption in either WT or TRDKO tadpoles. These results demonstrate that TR-mediated, T3-induced gene expression program inhibits tail regeneration in premetamorphic tadpoles. Thus, the inhibition of tail regeneration by T3-TR signaling is a direct effect, not an indirect consequence of tail resorption, likely via the activation of cellular senescence to change the permissive environment important for the initial period of tail regeneration in *Xenopus tropicalis*.

## Discussion

Regeneration is a multi-step process involving wound healing, blastema formation and the subsequent tissue patterning and outgrowth [5, 15, 36]. We have previously reported that the TR-mediated, T3-induced gene regulation program is responsible for the loss of tail regeneration capacity, particularly preventing patterning and outgrowth [5]. Of note, the initial period of regeneration and early structure of the regenerated tissue determine the extent of the functional recovery in the later phase of tissue regrowth [37]. However, the gene expression program underlying this early period remains poorly defined. Here, we applied transcriptomics approaches to investigate gene regulation underlying the initiation phase of tail regeneration (i.e., wound healing and blastema formation) and its regulation by T3 via TRs. Our findings suggest that TR-mediated, T3-induced gene regulation alters the permissive environment, e.g., induced cellular senescence, dysregulated inflammatory response and ECM remodeling during the initial period of regeneration, to affect the patterning/outgrowth period of the regeneration process.

Consistent with the previous studies in various species [33, 37–40], we observed the involvement of inflammatory response, metabolic process, collagen deposition, cell migration and cell apoptosis during initial wound healing period post tail amputation. Notably, proinflammation in the initial stages of the regenerative process activates the immune system to protect against infections and stimulates the removal of tissue debris [37]. For example, zebrafish neutrophils rapidly accumulate at wounds through various injury cues and engulf small dead cell debris, much like their mammalian counterparts [41]. Here, we also found that GO terms for the neutrophil migration was most significantly enriched during wound healing. Epithelial cell migration is required for forming the specialized wound epidermis that directs growth and patterning of the appendage such as the mobilization of fin-resident regeneration-organizing cells [33, 42, 43]. Consistently, we found that GO term for epithelial cell migration was also highly enriched (Fig. 2B). Thus, there is an evolutionally conserved gene regulation program during wound healing.

Apoptosis plays an indispensable role in wound healing, which allows for the elimination of cells without tissue damage or inflammatory response and thus helps the tissue to progress to the next phase of healing [31, 38, 44]. The dysregulation of apoptosis can lead to pathologic forms of wound healing such as excessive scarring. Interestingly, our previous study [5] and results in this study have showed that TR-mediated, T3-induced gene regulation affects apoptosis early during regeneration. 

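Of the DEGs between 6 and 0 hpa, 218 were called in all 3 regenerative groups and not in WT61, and 151 with DESeq2 and apeglm. With no limit on the fold change there were 449 and with glmTreat 33. In all 3 groups 140 of them rose and 77 fell, and 210 of these changed in the same direction in WT61. Of the 218, 171 had an unadjusted p under 0.05 in WT61 and 58 changed by more than 1. The median change along the direction of WT56 was 1.49 in WT56, 1.54 in TRDKO56, 1.39 in TRDKO61 and 0.84 in WT61. From the apoptosis list of 105 tested genes, 103 of them over 1 CPM at 0 hpa and 22 shared with senescence, the set held *fas* (1.46 expected, FDR 1). It held 10 cytokine genes (1.84 expected, FDR 0.000135) and 6 leukocyte markers (0.364 expected, FDR 1.41e-05). Over the whole apoptosis list the median log2 FC was 0.04 in WT56 (FDR 0.913), 0.05 in TRDKO56 (FDR 0.71), 0.20 in TRDKO61 (FDR 0.0688) and 0.09 in WT61 (FDR 0.182; -0.01 without replicate 2 at 6 hpa). Upper-quartile scaling gave -0.01 in WT56, -0.03 in TRDKO56 and 0.08 in TRDKO61. With 1 library left out the medians ran from 0.06 to 0.10 in WT56, from -0.02 to 0.10 in TRDKO56 and from 0.12 to 0.22 in TRDKO61. WT61 and TRDKO61 differed by -0.03 (FDR 0.14, and -0.11 to 0.02 with 1 library left out, 0.03 with upper-quartile scaling).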

Though both regenerative and nonregenerative animals can form wound epidermis, we observed that the 150 DEGs uniquely expressed in regenerative animals were highly enriched in genes for apoptosis (Fig. 1 and data not shown). 

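Between 0 and 6 hpa *fas* (chromosome 7, 12681897 to 12706965) rose from 40.1 ± 0.513 to 88.7 ± 28.5 CPM in WT56, from 41.5 ± 1.94 to 93.9 ± 25.3 in TRDKO56, from 40.3 ± 1.16 to 109.7 ± 33.5 in TRDKO61 and from 53.0 ± 3.24 to 92.8 ± 36.9 in WT61. The log2 FC was 1.15 (SE 0.30, FDR 0.0311, not called with no filter or with apeglm), 1.17 (SE 0.25, FDR 0.0109), 1.47 (SE 0.24, FDR 0.00387) and 0.83 (SE 0.29, FDR 0.117, and 0.32 to 1.17 with 1 library left out). For *casp9* (chromosome 7, 129459732 to 129467813) it was 0.22, 0.15, 0.52 and 0.14 (FDR 0.404, 0.631, 0.0782 and 0.623). With 1 library left out this ran from 0.04 to 0.38 in WT56, from -0.01 to 0.29 in TRDKO56 and from -0.01 to 0.26 in WT61. For *bax* (chromosome 7, 111544837 to 111559689) it was 0.51, 0.45, 0.77 and 0.39 (FDR 0.0913, 0.178, 0.0367 and 0.204), and with 1 library left out 0.21 to 0.66 in TRDKO56 and 0.20 to 0.53 in WT61. In TRDKO61 *traf1* rose by 1.47 (SE 0.32, FDR 0.0151), *prf1* by 1.95 (SE 0.44, FDR 0.0161; 1.59 with thinned counts, where it was not called), *lmnb2* by 1.00 (SE 0.28, FDR 0.0378; 0.63 to 1.49 with 1 library left out) and *nfkbia* by 0.87 (FDR 0.151; 0.31 to 1.27). In WT61 the same genes changed by 0.74 (FDR 0.107; 0.34 to 1.03), 0.49 (FDR 0.521; 0.01 to 0.98), 0.32 (0.04 to 0.67) and -0.20 (FDR 0.735; -0.59 to 0.27). The differences between WT61 and TRDKO61 were -0.73 (FDR 0.891), -1.46 (FDR 0.85), -0.67 (FDR 0.944) and -1.06 (FDR 0.895), and those of *fas*, *casp9* and *bax* -0.64 (FDR 0.939, and -1.11 to -0.27 with 1 library left out), -0.38 (FDR 0.932) and -0.37 (FDR 0.956). *nfkbia* fell in WT56 (-1.62, SE 0.33, FDR 0.0141), and the other 3 genes were not called at stage 56. *ctsw* rose in TRDKO61 from 2 and 1 counts to 45 and 15, at least 9.8-fold higher, and did not pass the filter of the group fits. The paper proposes that T3 and TRs may decrease apoptosis in WT61. It cites its previous study, an enrichment for apoptosis among genes regulated only in regenerative animals, and genes it describes as inhibited in nonregenerative ones.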

Apart from *caspase9*, *bax* and *fas* gene, we found four other genes (i.e., *Imnb2*, *traf1*, *nfkbia*, *prf1*, *ctsw*) important for apoptosis were inhibited in the nonregenerative animals (Fig. S5). Thus, although both regenerative and nonregenerative animals can successfully form wound epidermis, T3/TRs-regulated genes may decrease the apoptotic response during wound healing in nonregenerative animals. This lower level of apoptosis may lead to incomplete or untimely elimination of the unwanted cells after amputation, thus limiting functional cell populations, e.g., progenitor cell, epithelial cell, during the early regeneration period and adversely affecting subsequent cell proliferation and tissue patterning [44].

In addition, we observed several miRNAs, such as mir-222, mir-133a and mir-29a (Table S2), were regulated during wound healing, consistent with earlier report of miRNAs involvement in tissue remodeling and wound healing [45, 46].In particular, mir-29a and mir-222 are implicated in wound repair during wound healing, and the upregulation of mir-29a decreases scar formation by inhibiting TGF-b2/smad3 [47, 48]. Our finding that these two genes are also upregulated during *Xenopus* tail regeneration suggests their conserved role during wound healing.

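*mir222* (chromosome 2, 55675952 to 55675975) had 0 or 1 counts per library at 0 hpa and 2 to 6 at 6 hpa, and did not pass the filter on low counts. *mir29a* (chromosome 3, 84740289 to 84740309) had 0 to 2 counts at 0 hpa, and at 6 hpa 3 to 8 in the regenerative groups and 0 or 1 in WT61, and was not tested either. *mir133a* (chromosome 6, 108621920 to 108621941) fell from 35 and 13 counts to 6 and 9 in WT56 (log2 FC -2.30, SE 0.47, FDR 0.0129) and from 17 and 23 to 15 and 4 in TRDKO56 (-1.29, SE 0.72, FDR 0.254, and -2.50 to -0.65 with 1 library left out). It went from 11 and 19 counts to 2 and 0 in TRDKO61, at least 6.1-fold lower (FDR 0.0378), and from 9 and 14 to 0 and 1 in WT61, at least 3.9-fold lower (FDR 0.0221, not called with only the 4 libraries or thinned counts). The annotated lengths are 24, 21 and 22 bases for *mir222*, *mir29a* and *mir133a*, and poly-A-selected libraries do not measure mature miRNAs.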

Blastema formation serves as the bridge between the specialized wound epidermis and the outgrowth phase in appendage regeneration, which determines the eventual outcomes of tissue/organ regeneration and functional recovery [4, 34, 49, 50]. Interestingly, the genes involved in blastema formation in nonregenerative tails were mostly altered by the action of T3 via TRs during tissue regeneration. Functional enrichment of the DEGs identified cellular senescence, cytokine-cytokine receptor interaction and ECM-receptor interaction, suggesting that these dysregulated genes and biological processes are responsible for the loss of regeneration.

The balance of pro-inflammation and anti-inflammation has been implicated as a critical step in successful regeneration [51, 52]. Previous studies have demonstrated that prolonged inflammation leads to deficient wound closure, producing a scar that can finish with pathological fibrosis and commonly present in nonregenerative organs [53–56]. 

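In the regenerative stage-56 groups *mmp13* went from 2.76 to 12.4 CPM between 6 and 24 hpa in WT56 (log2 FC 2.12, SE 0.54, FDR 0.0272) and from 4.64 to 4.99 in TRDKO56 (0.08, SE 0.30, FDR 0.872; -0.12 to 0.36 with 1 library left out). *mmp13l* rose by 3.75 (FDR 0.00852) and 3.54 (FDR 0.00314). *il17c* went from 0 and 3 counts to 18 and 42 in WT56, at least 6.4-fold higher (FDR 0.0453), and from 1 and 1 to 86 and 74 in TRDKO56, at least 18.7-fold higher (FDR 0.00946). Neither was called with thinned counts, and that of WT56 not with all 24 libraries. The cytokine list had a median log2 FC of 0.05 in WT56 (FDR 0.799) and -0.23 in TRDKO56 (FDR 0.0925) over the same period, and with 1 library left out 0.01 to 0.12 and -0.32 to -0.11. Leukocyte markers had 0.44 (FDR 0.00415) and -0.38 (FDR 0.0211), and with 1 library left out 0.23 to 0.64 and -0.52 to -0.28.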

Consistently, the inflammation pathway and genes (i.e., *mmp13*, *il17c*) were observed persistently upregulated in the blastema formation period in nonregenerative animals while downregulated in regenerative animals (Fig. 4). Thus, T3 signaling may affect inflammatory response to influence the normal regenerative process [56].

In addition, ECM remodeling is essential for blastema formation [57–59]. 

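At stage 56 the ECM-receptor interaction list had a median log2 FC between 24 and 6 hpa of -0.42 in WT56 (8 DEGs up, 23 down, camera FDR 0.00221) and -0.13 in TRDKO56 (15 up, 10 down, and -0.02 at the nearest to 0 with 1 library left out). In TRDKO56 35 genes of the list rose and 37 fell, and camera, which ranks a list against all other genes, gave the direction up (FDR 0.115). *col4a5* rose by 0.88 in WT56 (SE 0.30, FDR 0.0668; 0.55 to 1.38 with 1 library left out) and by 1.65 in TRDKO56 (SE 0.18, FDR 0.0021). Across genes the log2 FC of WT56 correlated with that of TRDKO56 with r = 0.79, with that of WT61 with 0.56 and with that of TRDKO61 with 0.23, and that of TRDKO56 with those of WT61 and TRDKO61 with 0.54 and 0.34.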

Consistently, we found that ECM remodeling pathway and genes were upregulated in the blastema formation period in regenerative animals while downregulated in nonregenerative animals (Fig. 4, and Fig. S3), suggesting that the TR-mediated differential T3 signaling may cause dysregulation of ECM remodeling to affect the outcome of regeneration [7, 60]. Additionally, single-cell RNA-Seq and spatial transcriptomics analysis of *Xenopus* tail during regeneration revealed a new cell type (RIC, regeneration initiating cells) that is critical for the modification of the surrounding ECM to allow for migration of other cell types such as regeneration organizing cells (ROC) to direct regeneration [33, 37]. 

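At stage 56 *fibin* measured 68.5 and 50.8 CPM at 6 and 24 hpa in WT56 (log2 FC -0.46, SE 0.15, FDR 0.062) and 53.5 and 53.96 in TRDKO56 (-0.02, SE 0.16, FDR 0.94, and -0.12 to 0.08 with 1 library left out). At 0 hpa it was higher than at 24 hpa in every group, with means of 194, 99.1, 44.1 and 93.4 CPM in WT56, TRDKO56, TRDKO61 and WT61.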

Here, we also found one of the RICs marker genes, *fibin*, was upregulated in the regenerative tail but downregulated in the nonregenerative tail (Fig. 4D), suggesting that T3 signaling may affect the gene expression of RICs to influence the ECM remodeling. Thus, this deprivation of ECM remodeling and inflammatory response gene/pathway expression by T3, via TR, may lead to regenerative failure in nonregenerative animals [7, 61]. Taken together, these findings indicate that TR-mediated, T3-induced genes alter the permissive environment, and eventually changing the tail regenerative outcomes in *Xenopus tropicalis*.

## Conclusions

In summary, by using wild-type and TR-double knockout animals at different metamorphic stages, we showed here that TR-mediated, T3-induced transcriptional regulation programs alter the tail regenerative permissive environment during the initial period of tail regeneration, and further impact the subsequent outgrowth. Specifically, T3 signaling via TRs inhibits the expression of ECM-related genes while promoting the expression of inflammation-related genes during the blastema formation period. Interestingly, our findings indicate that amputation-induced changes in DNA replication-related pathways can occur during this nonregenerative period. Future studies, particularly on the regenerative microenvironment that may depend on cytokine-cytokine receptor interaction and ECM-receptor interaction, should provide novel insight into the developmental regulation of regenerative capacity. Furthermore, understanding how TR regulates the biological processes and genes underlying the initial period of tail regeneration in the *Xenoups* tail may lead to the identification of key pathways or candidate genes for the potential avenues to retain generative capacity in adult vertebrate organs.

## Supplementary Information

Supplementary Material 1.

Supplementary Material 2.

## Data Availability

Supplementary data to this article can be found online. RNA sequencing data were deposited in the NCBI GEO database with accession number GSE225045.

## Abbreviations

T3: Thyroid hormone
TRDKO: TRα and TRβ knockout
WT: Wild type
hap: Hours post amputation
RT-qPCR: Quantitative reverse-transcription PCR
GO: Gene Ontology
KEGG: Kyoto encyclopedia of genes and genomes
FPKM: Fragments Per Kilobase of the transcript per Million fragments mapped
DEGs: Differentially expressed genes
ECM: Extracellular matrix
mmps: Matrix metalloproteinases
TGF: Transforming growth factor
IL: Interleukin
*col4a5*: Collagen Type IV Alpha 5 Chain
*fibin*: Fin Bud Initiation Factor Homolog
*bax*: Bcl2-associated X protein
*traf1*: TNF receptor associated factor 1
*Imnb2*: Lamin B2
*prf1*: Perforin 1
*ctsw*: Cathepsin W
cdk1/2: Cyclin-dependent kinase 1/2
cdca8: Cell division cycle associated 8
miRNA: MicroRNA
ROC: Regeneration organizing cells
RIC: Regeneration initiating cells

How the deposited data were processed for this re-analysis (not part of the article)

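Total RNA from amputated tails of wild-type and TRDKO tadpoles at stages 56 and 61 was sequenced at 0, 6 and 24 hpa, with 2 libraries for each of the 12 conditions. The authors prepared stranded libraries of poly-A-selected RNA, removed adapters, mapped the read pairs with STAR and counted them per gene with featureCounts. The deposited values are these counts, as whole numbers without normalization, for 26531 genes given by symbol. The methods do not state whether reads marked as duplicates were counted or which strand option was used. The genes *otogl2* and *neb* were each broken over 3 lines and were rejoined. Of the symbols, 26530 were in the annotation of UCB_Xtro_10.0, and 99.3% of the 26481 with a single entry had the same start there. Raw reads were not analysed here, and neither were the RT-qPCR measurements nor the tadpoles treated with T3.

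Library totals ran from 3956148 to 20731438 counts, and 22489 genes had a count in at least 1 library. The precision of a comparison is set by the 2 libraries per condition, and the biological coefficient of variation between them was 10.9% to 22.2%. A gene with at most 3 counts in every library of an arm was treated as at the floor of that arm. Its fold change is given as a lower bound, computed with 3 counts in each library of that arm and with no allowance for error. No fold change is given where both arms were at the floor. The fitted value of such a gene depends on the prior count.

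Differential expression was tested with edgeR (version 4.0.16, with limma 3.58.1 and statmod 1.5.0 in R 4.3.3). Genes were kept with filterByExpr, libraries were scaled with TMM factors, and a quasi-likelihood model with robust dispersions was fitted to the 8 libraries of 1 genotype at a pair of time points. Both stages were fitted together because Table S3 lists the same mean count for a gene at stages 56 and 61. Tests were two-sided and p-values were adjusted with the method of Benjamini and Hochberg over all genes of a comparison. A DEG has an absolute log2 FC over 1 and an FDR under 0.05. The standard error of a log2 FC is its size divided by the square root of the F statistic. The change in WT61 was compared with that in TRDKO61 as an interaction in a fit to their 8 libraries. The paper used DESeq2, GO terms from MetaCore and KEGG pathways from KOBAS.

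The genes of the KEGG pathways were listed from general knowledge, as were markers of muscle, leukocytes, epidermis and neural tissue and genes that respond to thyroid hormone. Symbols were matched without regard to case or up to a numbered suffix. Each list was tested with camera at a preset correlation of 0.01, which gave 110 tests adjusted together. Camera ranks a list against all other genes, so its direction can differ from the sign of a median near 0. The overlap of lists with sets of DEGs was tested with a one-sided Fisher's exact test against the genes tested in all comparisons that define the set, which gave 121 tests adjusted together. GO terms were not tested.

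Genes are named by a rule set before the data were examined. They are the genes the paper names for its RNA-seq or RT-qPCR, and for each group and step the 2 DEGs with the largest rise and the 2 with the largest fall among those with a mean of at least 10 CPM and no overlap between libraries. To these come the 5 genes with the smallest p in the interaction between 24 and 6 hpa, members of a list that are DEGs in the comparison a sentence is about, and *klf9*, *thrb*, *thibz*, *mmp11* and *dio3*. The values of 1 gene covered by this rule are not reported here.

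Alternatives for the gene tests were RLE size factors, upper-quartile normalization, no filter on low counts, DESeq2 (version 1.42.0) with and without shrinkage by apeglm (1.24.0), 1 fit to all 24 libraries, fits to only the 4 libraries of a comparison, a replicate term, counts thinned to the smallest library total (seed 7), glmTreat, and no limit on the fold change. Each library was also left out in turn. Alternatives for the lists were fry, camera with an estimated correlation, the replicate term, all 24 libraries, and the ECM list without *hmmr*. Sets were also built with DESeq2 and apeglm and, where the supplementary tables held all the genes, from the authors' own DEGs. Tables S3 and S5 each lacked a gene for 1 comparison, and the sets that depend on it were not built from them, apart from the set common to the 4 groups between 6 and 0 hpa, which Table S3E lists itself. Chosen after the results were seen were the list medians with RLE and upper-quartile scaling, the list medians and interactions with 1 library left out, and the interaction between 24 and 0 hpa.

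The tests were checked on simulated data with 200 changed genes among 15651. edgeR recovered 192 with 15 false calls, DESeq2 194 with 21 and apeglm 193 with 16. The interaction, simulated between the stages of the wild type, recovered 176 with 28 false calls, a larger share than the FDR limit of 0.05. Camera called none of 200 random lists of unchanged genes at a p of 0.05 and fry called 10. Genes were simulated independently of each other, so this does not cover false calls from correlation among genes. Camera with the estimated correlation was not checked. Tables were handled with Python 3.11.15 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9.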

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

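The tests of scaling for the gene lists were chosen after the differences were seen, with their criterion set down before their own values were computed, as was that for *thrb*. Fry, camera with the estimated correlation and the scalings for *mmp13*, *il17c* and *fibin* were among the alternatives chosen before the results were seen. The other tests of possible sources described here were chosen after their results were seen.

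Several gene lists changed differently in WT61 and TRDKO61. Between 0 and 6 hpa the median difference, WT61 minus TRDKO61 on the log2 scale, was -0.31 for the cytokine list, -0.71 for leukocyte markers and -0.43 for neural markers. Between 6 and 24 hpa it was -0.36 for the ECM list, 0.27 for the cytokine list, -0.76 for muscle markers, 0.48 for leukocyte markers and -0.39 for neural markers. Camera called all 8 with its preset correlation, whereas fry and camera with the estimated correlation called none, so the strength of the evidence depends on the test. With 2 libraries per condition the estimated correlation left no call for any list. Even DNA replication in WT56 between 24 and 6 hpa, with 33 of 33 genes up, had an FDR of 0.345. The lack of a call with it therefore does not argue against a difference.

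Scaling is argued against as the source. With RLE or upper-quartile scaling the differences nearest to 0 were -0.24, -0.65 and -0.37 between 0 and 6 hpa, and -0.35, 0.26, -0.76, 0.46 and -0.38 between 6 and 24 hpa, in the same order.

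As the only source, 1 library is argued against for 3 of the differences. Without 1 library the value nearest to 0 was -0.41 for leukocyte markers between 0 and 6 hpa, and -0.29 for the ECM list and 0.15 for the cytokine list between 6 and 24 hpa. For the other 5 it stays open, since a single library took the difference below 0.5 of its size without changing its sign. These values were -0.14 for the cytokine list and -0.09 for neural markers between 0 and 6 hpa, and -0.12 for muscle, 0.16 for leukocyte and -0.16 for neural markers between 6 and 24 hpa. With 2 libraries per condition it cannot be told apart whether that library or its partner is the typical one. More tails per condition, sequenced one by one, would settle it.

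The cytokine and ECM differences had different courses. Counted from 0 to 24 hpa, the difference was 0.05 for the cytokine list and -0.31 for leukocyte markers, against -0.31 for the ECM list, -0.94 for muscle and -0.83 for neural markers. The cytokine values would go with a difference at 6 hpa that is gone by 24 hpa. The value from 0 to 24 hpa nearly follows from those of the steps before and after 6 hpa, so it is not a separate test. Neither step was called by fry or with the estimated correlation. Both steps share the 6 hpa libraries, and without replicate 1 of WT61 at 6 hpa they gave -0.14 and 0.15. How much of the cytokine difference that library carries stays open. The ECM, muscle and neural differences were still there at 24 hpa, which argues against the same account for them. The leukocyte difference from 0 to 24 hpa was not called (FDR 0.164), and that between 6 and 24 hpa leans on 1 library, so its course stays open.

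Leukocyte markers moved in the same way as the cytokine list, with 0.48 between 6 and 24 hpa. A different number of leukocytes in the tissue may therefore account for part of the cytokine difference, and the 2 lists share only 2 genes. Whether the change lies in cell number or in expression per cell was not tested, and counts from whole tissue leave it open. As a hypothesis, leukocytes enter the wound later or in smaller number in WT61, which staining or single-cell data at 6 hpa would test.

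A lower share of muscle in WT61 at 24 hpa would raise the markers of every other tissue alike. Neural markers, at -0.39, and leukocyte markers, at 0.48, moved apart, and without any 1 library they came no nearer to each other than -0.16 and 0.16. The ECM difference of -0.36 was also opposite to a rise. This argues against a lower share of muscle alone as the source of the ECM difference. A loss of axial tissue as a whole in WT61 stays open.

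Of the genes the paper names, *mmp13*, *il17c* and *fibin* changed in opposite directions in WT61 and TRDKO61 between 6 and 24 hpa, with differences of 2.84, 7.87 and -2.01. None passed an FDR of 0.05 over all genes in the edgeR interaction. Over only the 26 tested genes that the paper names, their FDR was 0.00614, 0.00614 and 0.00055. The paper named them in its study of the same libraries, so this is not an independent test. Leaving out 1 library gave no less than 2.34, 6.41 and, for *fibin*, -1.82, and scaling gave 2.83, 7.87 and -2.01, which argues against both. Reads shared with the paralog *mmp13l* are argued against for *mmp13*, since *mmp13l* rose by 2.84 in TRDKO61 while *mmp13* fell. The RNA of *il17c* was near the floor in WT61 at 6 hpa, so the size of its difference depends on the prior count.

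Transcripts of *thrb* were higher in TRDKO61 than in TRDKO56 at 0 hpa, with a log2 FC of 2.03 (SE 0.18, FDR 1.98e-05). They were higher in WT61 than in WT56 by 4.38 (SE 0.21, FDR 2.37e-07), and TRDKO61 was below WT61 by a log2 FC of -1.06 (SE 0.17, FDR 0.000824). For *thra* the values were 0.54 (FDR 0.0778), 1.12 (FDR 0.00272) and -0.45 (FDR 0.0923). The paper does not analyse this. Scaling left at least 1.98. RNA of WT61 tails in the TRDKO61 libraries is argued against as the source of the whole rise. A share of 41.2% would be needed and would bring *thibz* to 67.1 CPM, against a mean of 19.9 and a highest library of 27.2. By the same share *dio3* would be at 139 CPM and was at 49.2, while *klf9* (19.7 needed, 23.9 found) and *mmp11* (143 and 113) were near. A smaller share, which would account for only part of the rise, was not tested. Other genes that respond to thyroid hormone also rose from TRDKO56 to TRDKO61, *thibz* by 5.22, *klf9* by 2.54 and *mmp11* by 3.02, and *dio3* changed by -1.70. What raises them in tadpoles with both receptor genes mutated was not tested. As a hypothesis, part of the stage difference is independent of TR, or residual receptor function remains, which protein measurements in these tadpoles would separate.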

How the results depend on the processing

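The list medians under other scalings and with 1 library left out, and the interaction between 24 and 0 hpa, were chosen after the results were seen, and all other alternatives before.

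Counts of DEGs moved in all groups when the fold-change limit was handled differently, and those between 24 and 6 hpa at stage 61 also with the tool and the libraries in the fit. Under the alternatives counts of DEGs stayed within 1.5 times of the edgeR value in 201 cases and moved further in 63. Of the results of named genes, 1156 stayed the same, 37 were called only under the alternative, 42 only without it, and 6 changed sign.

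Groups are given in the order WT56, TRDKO56, TRDKO61 and WT61. With glmTreat, which tests against the fold-change limit, DEGs numbered 169, 305, 305 and 51 between 6 and 0 hpa, 487, 332, 0 and 0 between 24 and 6 hpa (584 and 408 genes at an unadjusted p of 0.05 in the stage-61 groups), and 1305, 566, 127 and 446 between 24 and 0 hpa. Without a limit on the fold change they numbered 3000, 2465, 2393 and 1139 between 6 and 0 hpa, 4186 and 3705 in the stage-56 groups between 24 and 6 hpa, and 7290, 5595, 1485 and 3060 between 24 and 0 hpa. With only the 4 libraries of a comparison WT61 had 158 between 6 and 0 hpa and 14 between 24 and 6 hpa, and TRDKO61 had 249 between 24 and 6 hpa and 538 between 24 and 0 hpa. Between 24 and 6 hpa DESeq2 gave 844 in TRDKO61 and 492 in WT61, 1 fit to all 24 libraries 904 and 338, apeglm 379 in WT61, and thinned counts 125 in WT61. With only the 4 libraries the number between 6 and 0 hpa rose from 1463 to 1522 in WT56 and from 1449 to 1571 in TRDKO56. The cause of the changes in these counts was not tested.

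The sets of DEGs followed these counts. The genes common to the 4 groups between 6 and 0 hpa numbered 12 with glmTreat, 464 without a limit on the fold change and 65 with only the 4 libraries, and those of the regenerative groups alone 33, 449 and 407. The genes common between 24 and 6 hpa numbered 0 with glmTreat, 4 with the 4 libraries, 175 with DESeq2, 136 with apeglm, 130 with all 24 libraries and 24 with thinned counts, and those of the regenerative groups alone 0 with glmTreat, 170 without a limit and 181 with all 24 libraries. At stage 61 the genes of WT61 alone, of TRDKO61 alone and of both numbered 0 each with glmTreat. With the 4 libraries they numbered 10, 245 and 4, and with DESeq2 263, 615 and 229. Apeglm gave 191 for WT61 alone and 188 for both, all 24 libraries 735 for TRDKO61 alone and 169 for both, and thinned counts 31 for both. The combined sets were 1500, 931, 362 and 461 with glmTreat, of which 113 were common, 72 of the regenerative groups and 42 of WT61 alone. Without a limit they were 8830, 7524, 3233 and 3513, with 1375, 828 and 256. Apeglm gave 90 for WT61 alone.

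No gene passed an FDR of 0.05 in the interaction at either step, with 969 and 953 at an unadjusted p of 0.05. With no filter 33 and 15 genes passed between 6 and 0 and between 24 and 6 hpa, with DESeq2 81 and 73, with all 24 libraries 8 and 20, and with thinned counts 2 and 2.

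The named genes that changed sign were all near 0. They were *traf1* in WT56 with thinned counts (0.05) and in TRDKO56 with upper-quartile scaling (-0.01), *mmp13* in TRDKO56 with thinned counts (-0.13), and *fibin* in TRDKO56 with no filter (0.01), with all 24 libraries (0.01) and with the 4 libraries (0.00).

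Over all conditions same-numbered replicates did not resemble each other, with correlations across genes of -0.24 to 0.19 over 66 pairs of conditions (median -0.02, 8 over 0.1). At 6 hpa replicate 2 had the larger response in all 4 groups, and 3 of the 6 pairs of conditions at that time had correlations of 0.16 to 0.19, while WT56 and TRDKO61 had -0.14. A factor shared by same-numbered replicates at 6 hpa therefore stays open. With a replicate block the genes common to the 4 groups between 24 and 6 hpa numbered 45, the ECM list in WT61 between 24 and 6 hpa had a median of 0.01, and leukocyte markers in WT61 at that step one of -0.20 (FDR 0.00943).

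The list results depended on the test used and on its treatment of correlation among genes. With the correlation estimated from the libraries none of the 54 calls was kept. The 39 of them followed through all alternatives, at FDRs of 0.345 to 0.754, were between 6 and 0 hpa the ECM list in TRDKO61 and WT61 (medians -0.50 and -0.40), the cytokine list in the 4 groups (0.20, 0.39, 0.48 and 0.12) and its interaction (-0.31), leukocyte markers in the 4 groups (1.05, 1.33, 1.87 and 0.79) and their interaction (-0.71), and the interaction of neural markers (-0.43). Between 24 and 6 hpa they were the ECM list in WT56 and TRDKO61 (-0.42 and 0.51) and its interaction (-0.36), the cytokine list in TRDKO61 (-0.31) and its interaction (0.27), cell cycle (0.53, 0.58, 0.22 and 0.21) and DNA replication (1.99, 1.75, 0.88 and 1.02) in the 4 groups, leukocyte markers in WT56, TRDKO56 and TRDKO61 (0.44, -0.38 and -0.74) and their interaction (0.48), muscle markers in WT56, TRDKO56 and WT61 (-2.38, -2.19 and -0.77) and their interaction (-0.76), epidermis markers in WT56 (-0.54), neural markers in the stage-56 groups (-0.96 and -1.63) and their interaction (-0.39), and the thyroid hormone list in WT61 (-0.29). With fry 17 of the 54 calls were kept, 25 of these 39 lost theirs (FDR 0.0548 to 0.556), and apoptosis in TRDKO61 between 6 and 0 hpa gained one (0.20, FDR 0.0339). With all 24 libraries 51 of the 54 calls were kept and 3 lists gained a call. The gains were the ECM list in WT56 between 6 and 0 hpa (-0.24, FDR 0.035), apoptosis in TRDKO61 (0.18, FDR 0.0219) and leukocyte markers in WT61 between 24 and 6 hpa (-0.28, FDR 0.0169). Leaving *hmmr* out of the ECM list changed none of its 10 results.

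Upper-quartile scaling moved list medians by about the shift of all genes. Between 6 and 0 hpa it gave -0.61 for the ECM list, 0.37 for the cytokine list, 0.08 for apoptosis and 1.75 for leukocyte markers in TRDKO61, and changed the sign of apoptosis in WT56 (-0.01), in TRDKO56 (-0.03) and in the interaction (0.03). Between 24 and 6 hpa it changed the sign of the ECM (0.02), cytokine (0.01) and senescence (0.03) lists in WT61 and of muscle markers in TRDKO61 (0.01).

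Overlaps of lists with sets rose with apeglm to 5 ECM genes among the common DEGs between 6 and 0 hpa (FDR 0.0269), 11 cell cycle and 11 DNA replication genes among those between 24 and 6 hpa, and 3 cell cycle genes in the regenerative groups alone. In the stage-61 sets it gave 3 ECM and 2 cytokine genes among the downregulated ones of WT61 (FDR 0.069 and 0.674) and 5 cell cycle genes among the upregulated ones of TRDKO61 (FDR 0.0761). The paper's own DEGs gave 5 (FDR 0.0286), 3 and 2 (FDR 0.0753 and 0.627) and 5 (FDR 0.0801), and were not run for the sets whose tables lack a gene.

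With 1 library left out the sign changed for 14 of 142 gene results and 12 of 64 list results. Genes with an absolute log2 FC over 1 in WT61 between 6 and 0 hpa numbered 1218 to 2326. The lowest and highest medians between 6 and 0 hpa were -0.39 and -0.21 for the ECM list in TRDKO56 and -0.69 and -0.41 in TRDKO61, 0.26 and 0.39 for the cytokine list in TRDKO56, -0.11 and -0.01 for senescence in WT61, and for apoptosis 0.06 and 0.10 in WT56, -0.02 and 0.10 in TRDKO56 and 0.12 and 0.22 in TRDKO61. Between 24 and 6 hpa they were -0.48 and -0.33, -0.13 and -0.02, and 0.21 and 0.66 for the ECM list in WT56, TRDKO56 and TRDKO61, 0.01 and 0.12 for the cytokine list in WT56 and -0.35 and -0.19 in TRDKO61, -0.03 and 0.08 for senescence in WT61, and -2.26 and -1.94 for muscle markers in TRDKO56. They were -0.65 and -0.29 for epidermis markers in WT56 and -0.22 and -0.03 in TRDKO56, -1.88 and -1.52 for neural markers in TRDKO56 and -0.74 and -0.16 for their interaction, and -0.40 and -0.28 for the thyroid hormone list in WT61 and -0.16 and -0.02 in TRDKO61.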

Differences from the paper's values

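The alternatives compared with the paper here were all chosen before the data were examined.

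Numbers of DEGs between 6 and 0 hpa, and between 24 and 6 hpa outside WT61, were within 1.5 times of the paper's. In WT61 between 24 and 6 hpa the paper gives 379 DEGs (253 up, 126 down) and edgeR gave 211 (140 up, 71 down). DESeq2 with apeglm gave 379 (254 up, 125 down) and DESeq2 alone 492 (309 and 183). No filter gave 284 (184 and 100), all 24 libraries 338 (235 and 103) and no limit on the fold change 292 (172 and 120), which are also within 1.5 times. RLE with 204, upper-quartile with 216, the 4 libraries with 14, thinned counts with 125 and glmTreat with 0 (408 genes at an unadjusted p of 0.05) are not. The paper states DESeq2. Of the alternatives DESeq2 with apeglm came closest in every comparison, with 1158, 1190, 1149 and 563 DEGs in WT56, TRDKO56, TRDKO61 and WT61 between 6 and 0 hpa, where the paper gives 1162, 1171, 1134 and 566. Between 24 and 6 hpa it gave 1776 in WT56, 631 in TRDKO61 and 379 in WT61, and the paper 1780, 637 and 379. No filter left WT61 at 284, and all 24 libraries gave 904 in TRDKO61. The tool raised the WT61 number from 211 to 492 and shrinkage lowered it to 379, so the 2 together close the difference.

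Sets built from these DEGs differed as well. The genes common to the 4 groups between 24 and 6 hpa numbered 136 in the paper and 71 with edgeR, with DESeq2 175, apeglm 136 and all 24 libraries 130 within 1.5 times and the others from 0 to 87. The DEGs of WT61 and not TRDKO61 numbered 193 and 127, with no filter 182, DESeq2 263, apeglm 191, all 24 libraries 169 and no limit 190 within 1.5 times. The downregulated ones among them numbered 112 and 67, and 111 with apeglm, the only alternative run for it. The combined DEGs of WT61 alone numbered 92 and 141, with RLE 138, DESeq2 98, apeglm 90, all 24 libraries 98, the 4 libraries 125 and thinned counts 111 within 1.5 times, and upper-quartile 142, no filter 193, glmTreat 42 and no limit 256 outside.

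Of the list overlaps in the supplementary tables, ECM genes among the common DEGs between 6 and 0 hpa numbered 5 and 2, and 5 with apeglm and with the paper's own DEGs. ECM genes among the downregulated ones of WT61 numbered 4 and 1, and 3 with either. Cell cycle genes among the upregulated ones of TRDKO61 numbered 5 and 2, and 5 with either. Cytokine genes in the combined set of WT61 alone numbered 3 and 1, and 1 with apeglm, so no alternative closed this difference. The lists differ from the pathway genes the authors used, and whether that accounts for it was not tested.

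Of 71 log2 fold changes in the supplementary tables, 1 differed. For *noxo1.1* in TRDKO56 between 24 and 6 hpa Table S5 gives 2.04 with a standard error of 0.80, and edgeR gave 6.12. The alternatives ran from 5.80 to 6.15, so none closed the difference, and its cause was not tested.

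Some statements differ without a number. *sox9* is described as downregulated in all groups but WT61, and edgeR called it in none, with -0.70, -1.03 and -1.05, whereas DESeq2 and all 24 libraries called it in TRDKO56 (-1.03 and -1.02) and TRDKO61 (-1.09 and -1.07). *col4a5* is described as downregulated in wild type at stage 61 by RT-qPCR and rose in the counts by 0.66 without a call. *fibin* is described as upregulated in the regenerative tail, and its log2 FC was -0.46 in WT56, -0.02 in TRDKO56 and 0.81 in TRDKO61. *mmp13* and *il17c* are described as downregulated in regenerative animals, and both rose in WT56 and fell in TRDKO61. The 150 DEGs of the regenerative groups are described as enriched for apoptosis, and the set of 218 held 1 gene of the apoptosis list (FDR 1). The ECM-receptor interaction pathway is described as downregulated in WT61, and the median of its list was -0.02 there.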

Other observations

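The simulations with the replicate differences of WT61 and the test of the extent of the response at 6 hpa were set down before their results were seen. The number of DEGs with thinned counts came from an alternative chosen before, and *mmp11* was named by a rule set before the data were examined. The other tests of possible sources described here were chosen after.

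WT61 had fewer DEGs than the other groups between 6 and 0 hpa. Larger differences between the replicate libraries of WT61 are argued against as far as they are independent between genes. Libraries simulated with such differences and the fold changes of WT56, shrunken with apeglm, gave 1286 DEGs on average (1248 to 1320 over 10 simulations). With the fold changes of WT61 itself they gave 611, against 631 observed. Each gene was drawn on its own with a common spread for both time points. A difference shared by many genes at 6 hpa therefore stays open. Depth is argued against by thinning all libraries to the same total, which left 457. A smaller change of expression in WT61 stays open. Over genes called in TRDKO56, a choice that favours WT56 by its stage, the median change along their direction was 0.81 in WT61, 1.33 in WT56 and 1.03 in TRDKO61. Over genes called in TRDKO61, a choice that favours WT61, it was 0.89 in WT61 and 1.00 in WT56, which is within the difference between the libraries (0.66 and 1.11 in WT61, 0.87 and 1.13 in WT56). Against TRDKO61 the libraries do not decide either, with 0.64 and 0.98 in WT61 and 1.00 and 1.10 in TRDKO61 over genes called in TRDKO56. Whether 1 library of WT61 carries the low number stays open by the same values, and more tails at 6 hpa would settle it.

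WT61 also had fewer DEGs than TRDKO61 between 24 and 6 hpa. Simulated libraries with the replicate differences of WT61 and the fold changes of TRDKO61 gave 582 DEGs on average (554 to 610), against 464 observed in TRDKO61. The same simulations with the fold changes of WT61 gave 318 (277 to 340) against 211 observed, so they run high at this step. Given the same replicate differences, the fold changes of TRDKO61 still gave more DEGs. How much replicate differences contribute stays open. Over genes called in TRDKO56 the median change was 0.58 in WT61 and 0.50 in TRDKO61.

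The 2 libraries of a condition differed most at 6 hpa in every group. Depth is argued against, since thinned libraries still had at least 17.2% at 6 hpa. A different share of muscle as the source in every group is argued against as well, because in TRDKO61 the muscle markers differed by 0.90 at 24 hpa and by -0.68 at 6 hpa. In WT61 they differed most at 6 hpa, by -0.75 against 0.08 at 0 hpa and 0.56 at 24 hpa, and with 1 pair of libraries the share of muscle stays open there. A different extent of the response to amputation in the 2 libraries was found, as their difference correlated across genes with the response in each group, with r from 0.17 in TRDKO61 to 0.37 in WT61, against -0.16 to 0.13 at 0 and 24 hpa. Replicate 2 had the larger response in every group, with 1.57 against 1.14 in WT56 and 0.98 against 0.64 in WT61. Whether tails were collected at slightly different times, shared another factor by replicate or differed in their course stays open. As a hypothesis, expression changes fastest around 6 hpa, which a denser time course would test.

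Muscle markers fell between 6 and 24 hpa at stage 56, by a median log2 FC of -2.38 in WT56 and -2.19 in TRDKO56, with 44 and 38 of 45 called, and far less at stage 61 (-0.77 in WT61 and -0.02 in TRDKO61). Neural markers also fell, by -0.96 and -1.63 in the stage-56 groups, which argues against a lower share of muscle as the only change. Growth of new tissue within the collected part may lower the share of all older tissues, the neural markers at -1.63 included, and this stays open. Epidermis markers changed by -0.54 in WT56 (-0.65 to -0.29 with 1 library left out) and -0.16 in TRDKO56 (-0.22 to -0.03). Imaging of the collected part would show its composition.

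The reference gene *rpl8* is used for RT-qPCR in the paper. Between 6 and 24 hpa its log2 FC was -0.61 in WT56 (SE 0.17, FDR 0.037), -0.65 in TRDKO56 (SE 0.18, FDR 0.0366), -0.07 in TRDKO61 (-0.25 to 0.13 with 1 library left out) and -0.04 in WT61 (-0.23 to 0.13).

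Of the genes that respond to thyroid hormone, *mmp11* rose between 6 and 24 hpa by 3.77 in WT56 (SE 0.18, FDR 0.000222) and 3.66 in TRDKO56 (SE 0.21, FDR 0.000238), changed by 0.63 in TRDKO61 (SE 0.18, FDR 0.081, and 0.41 to 0.84 with 1 library left out) and by -1.08 in WT61 (SE 0.14, FDR 0.0267). The stage-61 changes of *mmp11* differed by -1.72 (SE 0.26, FDR 0.213). *thibz* was called in TRDKO56 (-2.43, SE 0.67, FDR 0.0335) and TRDKO61 (-2.03, SE 0.41, FDR 0.0362). Its stage-61 changes differed by 1.34 (SE 0.42, FDR 0.719). *klf9* was called only in WT56 (-2.70, SE 0.52, FDR 0.0101), *dio3* only in TRDKO56 (-1.73, SE 0.17, FDR 0.0016) and *thrb* in no group. The list as a whole had a median of -0.29 in WT61 (2 of 14 genes up, FDR 0.0165) and 0.01 in TRDKO61 (FDR 0.359, and -0.16 to -0.02 with 1 library left out), and their difference was -0.28 (FDR 0.597).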
